# Macrophage colony-stimulating factor increases hepatic macrophage content, liver growth, and lipid accumulation in neonatal rats

**DOI:** 10.1152/ajpgi.00343.2017

**Published:** 2017-12-21

**Authors:** Clare Pridans, Kristin A. Sauter, Katharine M. Irvine, Gemma M. Davis, Lucas Lefevre, Anna Raper, Rocio Rojo, Ajit J. Nirmal, Philippa Beard, Michael Cheeseman, David A. Hume

**Keywords:** CSF1, CSF1R, Kupffer cells, M-CSF, myeloid

## Abstract

Signaling via the colony-stimulating factor 1 receptor (CSF1R) controls the survival, differentiation, and proliferation of macrophages. Mutations in CSF1 or CSF1R in mice and rats have pleiotropic effects on postnatal somatic growth. We tested the possible application of pig CSF1-Fc fusion protein as a therapy for low birth weight (LBW) at term, using a model based on maternal dexamethasone treatment in rats. Neonatal CSF1-Fc treatment did not alter somatic growth and did not increase the blood monocyte count. Instead, there was a substantial increase in the size of liver in both control and LBW rats, and the treatment greatly exacerbated lipid droplet accumulation seen in the dexamethasone LBW model. These effects were reversed upon cessation of treatment. Transcriptional profiling of the livers supported histochemical evidence of a large increase in macrophages with a resident Kupffer cell phenotype and revealed increased expression of many genes implicated in lipid droplet formation. There was no further increase in hepatocyte proliferation over the already high rates in neonatal liver. In conclusion, treatment of neonatal rats with CSF1-Fc caused an increase in liver size and hepatic lipid accumulation, due to Kupffer cell expansion and/or activation rather than hepatocyte proliferation. Increased liver macrophage numbers and expression of endocytic receptors could mitigate defective clearance functions in neonates.

**NEW & NOTEWORTHY** This study is based on extensive studies in mice and pigs of the role of CSF1/CSF1R in macrophage development and postnatal growth. We extended the study to neonatal rats as a possible therapy for low birth weight. Unlike our previous studies in mice and pigs, there was no increase in hepatocyte proliferation and no increase in monocyte numbers. Instead, neonatal rats treated with CSF1 displayed reversible hepatic steatosis and Kupffer cell expansion.

## INTRODUCTION

Signals initiated following binding of macrophage colony-stimulating factor 1 (CSF1) or IL-34 to a shared receptor (CSF1R) control the survival, differentiation, and proliferation of cells of the mononuclear phagocyte lineage (6, 21, 24). Mutation of CSF1 in rats or mice produces a global deficiency of macrophage numbers in most tissues, whereas IL-34 appears to be required more specifically for macrophages of the brain (microglia) and skin (Langerhans cells) (55). Mutation of the receptor CSF1R, which ablates the response to both ligands, has a more penetrant phenotype in mice (8) and rats (C. Pridans, A. Raper, G. M. Davis, J. Alves, K. A. Sauter, L. Lefevre, T. Regan, S. Meek, L. Sutherland, A. J. Thomson, S. Clohisey, R. Rojo, Z. M. Lisowski, R. Wallace, K. Grabert, K. R. Upton, Y. T. Tsai, D. Brown, L. B. Smith, K. M. Summers, N. A. Mabbott, P. Piccardo, M. T. Cheeseman, T. Burdon, D. A. Hume, unpublished observations). The requirement for continuous CSF1R signaling is retained in adult mice, in that treatment with an anti-CSF1R antibody depletes tissue macrophages from the majority of organs (26). However, the availability of CSF1R ligands in vivo is not saturating. Administration of recombinant human CSF1 to mice expanded the circulating blood monocyte and tissue macrophage populations (22). These studies subsequently led to confirmation of biological efficacy in human patients (reviewed in Ref. 21). The circulating CSF1 concentration is controlled by CSF1R-mediated endocytic clearance by macrophages of the liver and spleen (3), providing a homeostatic loop in which tissue macrophages control monocyte production from the bone marrow (BM) (24). Accordingly, anti-CSF1R treatment or mutation of the receptor increases circulating CSF1 concentration (8, 26). Macrophages throughout the body occupy defined niches or territories (17), and the local availability of CSF1 in tissues may be one determinant of the size/boundary of those territories and local self-renewal of macrophages (24).

Mutation of CSF1 or CSF1R in mice or rats produces a severe postnatal growth retardation due, at least in part, to diminished production of the somatic growth factor insulin-like growth factor 1 (IGF-1). Hence, CSF1/CSF1R could be considered part of the growth hormone/IGF-1 axis (15). Consistent with that hypothesis, treatment of newborn mice with recombinant CSF1 produced an increase in somatic growth rate 30 days after birth, associated with increased *Igf1* expression (1). To increase the circulating half-life, and potential efficacy of CSF1, we produced a pig CSF1-Fc fusion protein (14). Pig CSF1 is equally active in humans and mice (13), and the pig provides a preclinical model in which to evaluate therapeutic potential (9).

CSF1-Fc treatment of adult mice produced a rapid increase in the size of the liver associated with extensive hepatocyte proliferation (14). The *Csf1r* gene is expressed solely in cells of the macrophage lineage, and the transcriptional regulation has been studied in detail (39). A *Csf1r*-EGFP marker provides a marker for Kupffer cells in the liver (44), and treatment of mice with a neutralizing anti-CSF1R antibody completely depletes the transgene-positive Kupffer cell population (26). By contrast, hepatic parenchymal cells in vivo, or in vitro, do not possess any detectable CSF1 binding activity (3). Hence, the effects of CSF1-Fc on the liver must be mediated indirectly through interactions between macrophages and other liver cells. Subsequent studies confirmed that the liver controls circulating CSF1 concentration in humans, and CSF1-Fc treatment can promote liver regeneration in mouse models (50). CSF1-Fc treatment also promoted liver growth when administered to pigs (46). On the basis of these findings, CSF1 was proposed to be a significant component of the so-called hepatostat (46), which controls the homeostatic size of the liver (30). Treatment of newborn piglets with CSF1-Fc did not produce the increase in body weight gain that had previously been observed in mice (46). Pigs are a precocial species, and commercial animals have been genetically selected for very rapid growth rate. We therefore decided to investigate the impacts of CSF1-Fc in rats.

Our initial experiments suggested that CSF1-Fc treatment did not increase postnatal growth in rats, but we did not determine whether this was because the CSF1 was inactive or because it was already saturating. We considered the possibility that CSF1-Fc might be more efficient in animals with low birth weight (LBW). To this end, we utilized a well-studied model of maternal stress in which pregnant rats are injected with glucocorticoids in the third week of pregnancy (10, 11). This treatment produces lifelong impacts on several organ systems, notably predisposing to lipid accumulation in the liver (20, 53). Here, we show that pig CSF1-Fc is active in neonatal rats, and produces a significant expansion of mononuclear phagocytes in the liver and spleen, associated with hepatosplenomegaly. However, the treatment also caused an unexpected, large, but reversible increase in fat deposition in the liver.

## EXPERIMENTAL PROCEDURES

### 

#### Rats.

Experiments were carried out under the authority of a UK Home Office Project Licence under the regulations of the Animals (Scientific Procedures) Act 1986, approved by The Roslin Institute and The University of Edinburgh Animal Welfare and Ethical Review Body. Rats were housed in Techniplast GM1500 Green Line individually ventilated cages lined with Eco pure aspen chip (2HK) and fed T.2914.12 irradiated 14% protein (Envigo, UK). Enrichment was provided with aspen chew sticks and sizzle pet (LBS Biotechnology, UK). Sprague-Dawley rats were injected subcutaneously with 0.15 mg/kg dexamethasone (Dexadreson) or PBS on *days 14–21* of pregnancy. At parturition, pups were given to foster dams and injected subcutaneously with either 1 µg/g porcine CSF1-Fc (14) or PBS for 5 days. Injections occurred during the light cycle. Pups were weighed daily, and blood was collected by cardiac puncture following euthanasia at *day 6*. A separate cohort was treated as above and euthanized on *day 32* (recovery experiment).

#### Bone marrow macrophage viability assay.

Bone marrow (BM) was isolated from adult male Sprague-Dawley rats. Cells were plated at 3 × 10^5^ cells/well of a 96-well plate in complete medium either without growth factors, with 10^4^ U/ml (100 ng/ml) recombinant human CSF1, or various concentrations of porcine CSF1-Fc (pCSF1-Fc) and incubated at 37°C, 5% CO_2_ for 7 days for macrophage differentiation. MTT was added directly to growth medium at a final concentration of 0.5 mg/ml, and the plate was incubated at 37°C for 3 h. Solubilization of tetrazolium salt was achieved with a solution of 10% SDS-50% isopropanol-0.01 M HCl at 37°C overnight. The plates were read at 570 nm.

#### Histology and immunohistochemistry.

Spleens and livers were weighed and then fixed in 10% buffered formalin and processed into paraffin by the Histopathology Department at the Royal (Dick) School of Veterinary Studies using standard procedures. Slides were stained with hematoxylin and eosin (H&E). Immunohistochemistry (IHC) was performed with mouse anti-rat CD68 (Clone ED1, 1:500, Bio-Rad). For Oil red O staining, formalin-fixed livers were placed in 18% sucrose at 4°C overnight and cryosections prepared as described in (45). Staining was performed as described in Ref. 29. Sections were imaged using a Nanozoomer digital scanner and viewed using NDP.view 2 (Hamamatsu, Japan). Oil red O staining was imaged with standard light microscopy using ZEN software (Zeiss).

#### Image analysis.

Image analysis was performed in ImageJ using six images per organ. CD68 staining was quantified in spleen and liver based on the threshold (1–150). The size and abundance of lipid particles in the liver were quantified using H&E-stained sections by particle analysis (5 µm–infinity and 0.45–1 circularity).

#### Blood analysis.

All tests were performed by the Clinical Pathology department at the Royal (Dick) School of Veterinary Studies. Blood was collected into 0.5 ml EDTA tubes (Teklab). Total WBC, RBC, monocytes, lymphocytes and neutrophils were measured on the ABX Pentra 60 hematology analyzer (Hariba Medical). EDTA-plasma was used for a Total Bile Acids detection kit (Diazyme) and measured on an ILab 650 Biochemistry Analyser.

#### Statistical analysis.

Data were analyzed using a Mann-Whitney test. Results are presented as box and whisker plots (horizontal line within the box indicates the median, boundaries of the box indicate 25th and 75th %ile, and whiskers indicate highest and lowest values of the results).Weights (*days 0–6*) were analyzed using repeated-measures two-way ANOVA. All analyses were performed using GraphPad Prism 5.0 (GraphPad Software). A *P* value < 0.05 was considered statistically significant.

#### Microarray.

RNA was extracted from rat liver using TRIzol (ThermoFisher Scientific) followed by purification using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocols. RNA integrity and quality were assessed using the RNA ScreenTape Kit on the Agilent 2200 TapeStation. Samples with a RNA integrity number greater than 7 were used for microarray. Microarray was performed by Edinburgh Genomics (Edinburgh, UK) using Affymetrix Rat Gene 2.1 ST Array plates, and Expression Console 1.4.1.46 was used for quality control following amplification.

The signal intensities of microarray results were summarized to probe sets and normalized using robust multi-array average (RMA) in R, using the Affymetrix Transcription Analysis Console. The RMA-normalized data were loaded into the network analysis tool Miru (Kajeka, UK) for further analysis alongside that of BM-derived macrophage (BMDM) data generated from Dark Agouti rats (our unpublished data). A Pearson correlation matrix of a gene-to-gene profile comparison was used to filter for expression correlation relationships of ≥0.96 across the microarray samples. Nodes within the network graph represent transcripts and the edges between them represent expression correlations above the set threshold. To identify groups of tightly co-expressed genes, the graph was clustered using the graph-based clustering algorithm MCL set at an inflation value (which determines the granularity of the clusters) of 1.8. Gene lists associated with the clusters were exported for GO annotation analysis (Biological and Metabolic Processes Level-FAT) using DAVID (Database for Annotation, Visualization, and Integrated Discovery). GEO accession no. GSE104584. CIBERSORT analysis (http://cibersort.stanford.edu/ (32),) was performed using the LM22 expression matrix, which contains expression signatures for 22 human hematopoietic cell types/states and default settings. The macrophage-lineage expression profiles in the LM22 matrix are derived from freshly isolated monocytes from peripheral blood mononuclear cells, unpolarized macrophages (M0, generated by differentiation of monocytes in human serum for 7 days), classically activated macrophages (M1, generated by differentiation of monocytes in CSF1 for 7 days followed by stimulation with LPS and IFNγ for 18 h), and alternatively activated macrophages (M2, generated by differentiation of monocytes in CSF1 for 7 days followed by stimulation with IL-4 for 18 h) (32). Deconvolution of liver samples was associated with global *P* values of 0.0 (for CSF1-Fc-treated samples) and 0.07–0.09 (for PBS-treated samples), indicating strong goodness of fit for the deconvolution.

## RESULTS

### 

#### Pig CSF1-Fc is active on rat macrophages but does not affect postnatal growth.

Prenatal dexamethasone (DEX) treatment of rats produces 8.5–25% lower birth weight in different studies (7, 33) compared with vehicle-injected rats. To establish the model, Sprague-Dawley rats were injected on *days 14–21* of pregnancy with either DEX or PBS. Injection of PBS was sufficient to reduce the average birth weight. DEX treatment lowered birth rate further, producing a 36% reduction relative to noninjected controls (Fig. 1*A*). The activity of pig CSF1-Fc on rat BM was comparable to that of the human recombinant protein (Fig. 1*B*). Newborn pups were injected with either PBS or 1 mg/kg pCSF1-Fc subcutaneously from birth to postnatal *day 5*, weighed daily, and analyzed on *day 6*. The smaller pups from PBS and DEX-treated dams showed a somewhat greater weight gain, apparently recovering their initial weight disadvantage. However, pCSF1-Fc treatment did not increase or decrease weight gain in any of the treatment groups (Fig. 1*C*).

**Fig. 1.**
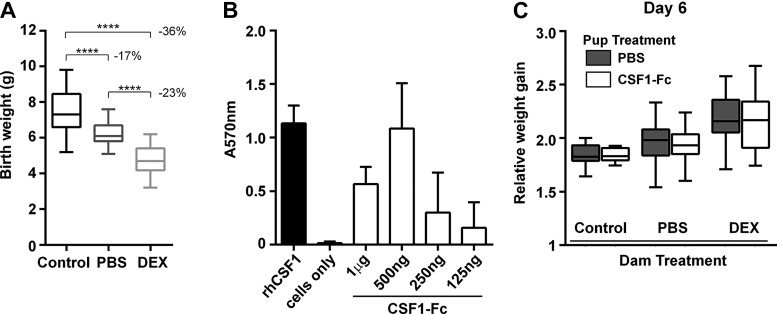
(CSF1-Fc) does not promote weight gain in neonatal rats. *A*: rats were injected with PBS or dexamethasone (DEX) on *days 14–21* of pregnancy. Control dams were not injected. Box and whisker plots of birth weight; *n* = 37–65. Results were analyzed with a Mann-Whitney test. ****P < 0.0001. *B*: bone marrow (BM) from male rats was cultured in 100 ng/ml recombinant human CSF1 (rhCSF1), porcine CSF1-Fc, or without growth factor (cells only) for 7 days. MTT was used to assess cell viability; *n* = 2 repeat experiments. Graphs show means +SE. *C*: offspring were injected with PBS or 1 µg/g CSF1 on *days 0–5* and weighed daily. Box and whisker plots of weight at *day 6*; *n* = 7–19. Results were analyzed by repeated-measures two-way ANOVA (*days 0–6*).

#### Impact of CSF1-Fc treatment on circulating hematopoietic cells in neonatal rats.

In mice and humans, there is a postnatal surge in serum CSF1 (40, 41). We considered the possibility that CSF1 levels in all rat pups might already be saturating and/or that CSF1-Fc was not active in neonatal rats. Treatment of adult mice or weaner pigs with pCSF1-Fc greatly increased the number of circulating monocytes (14, 46), but we had not previously examined this in neonates. The blood monocyte numbers were marginally affected by the treatment (Fig. 2). Changes in total blood leukocytes, lymphocytes, and neutrophils were also marginal (Fig. 2). However, CSF1-Fc was clearly active. In initial studies of infusion of CSF1 in human patients, the dose-limiting toxicity was thrombocytopenia (23), and we also observed reduced platelet numbers in mice and pigs treated with CSF1-Fc. In the CSF1-Fc-treated neonatal rats there was a 70% reduced platelet count and a 20–30% reduction in red blood cells in all groups (Fig. 2).

**Fig. 2.**
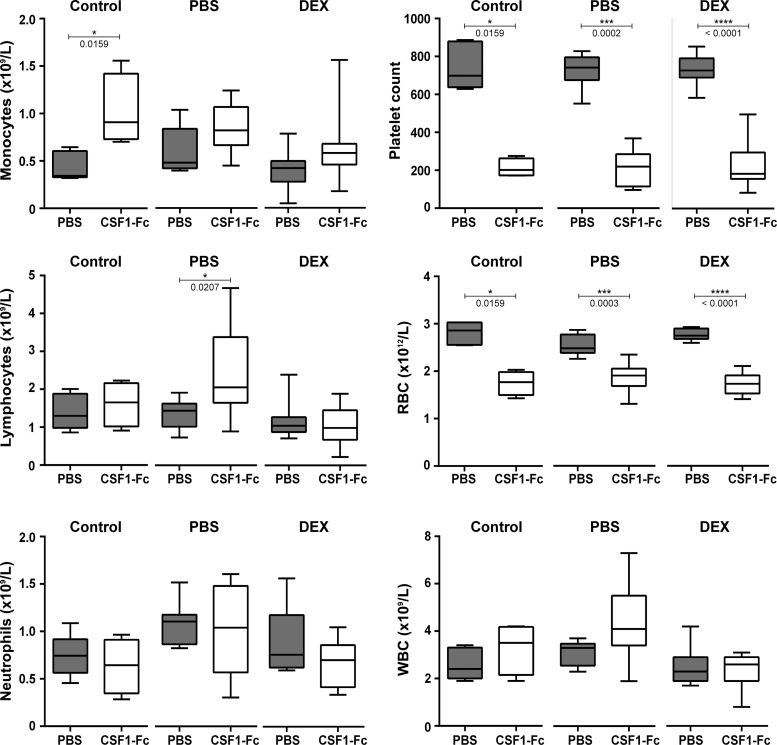
Effect of CSF1-Fc treatment on the blood of neonatal rats. Rats were injected with PBS or DEX on *days 14–21* of pregnancy. Control dams were not injected. Offspring were treated with PBS or 1 µg/g porcine CSF1-Fc on *days 0–5*. EDTA-blood was obtained from rats at *day 6*; *n* = 4–5 (control), *8* (PBS), and *11–15* (DEX). Results were analyzed with a Mann-Whitney test. *P* values are indicated on the box and whisker plots.

#### CSF1-Fc causes hepatosplenomegaly in neonatal rats.

Treatment of adult mice with CSF1-Fc caused hepatosplenomegaly, associated with the proliferation of hepatocytes in the liver (14). Although the size of major organs did not differ between normal and LBW rats, CSF1-Fc caused a >30% increase in the relative size of the liver in each treated group (Fig. 3). In adult mice, there is very little hepatocyte proliferation at steady state, and CSF1-Fc treatment caused a massive increase in staining with Ki67 or proliferating cell nuclear antigen (14). In weaner pigs, the baseline proliferation of hepatocytes was higher, but an increase in response to CSF1-Fc was still evident. In rat pups, there was extensive staining for proliferating cell nuclear antigen, even in untreated animals, and no additional effect of CSF1-Fc was detected (not shown).

**Fig. 3.**
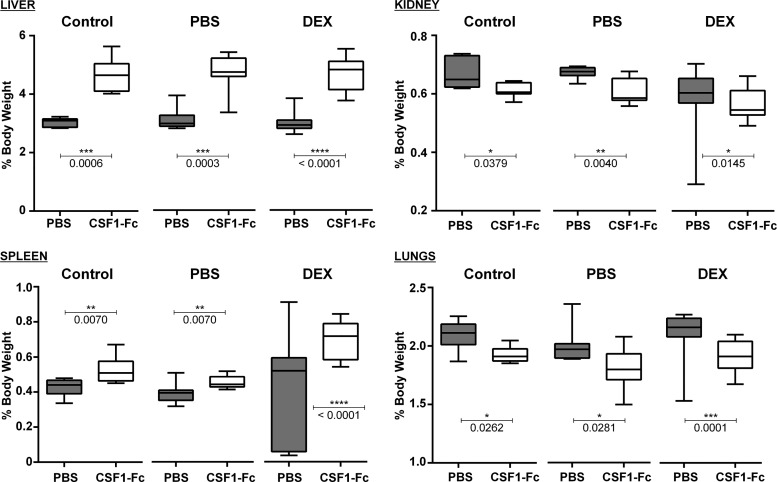
Effect of CSF1-Fc treatment on organ weights of neonatal rats. Rats were injected with PBS or DEX on *days 14–21* of pregnancy. Control dams were not injected. Offspring were treated with PBS or 1 µg/g porcine CSF1-Fc on *days 0–5*. Organs were weighed at *day 6*; *n* = 7 (control), *8* (PBS), and *15–17* (DEX). Results were analyzed with a Mann-Whitney test. *P* values are indicated on the box and whisker plots.

#### CSF1-Fc treatment increases lipid accumulation in neonatal rats.

Examination of liver histology revealed the likely reason for the increased size of the liver in response to CSF1-Fc treatment, as a large accumulation of lipid droplets was evident in each group (Fig. 4*A*). Consistent with published data (42), lipid accumulation was evident in untreated pups from DEX-treated dams. The abundance and apparent size of these droplets were further exacerbated by CSF1-Fc treatment (Fig. 4, *A–C*). The impact of CSF1-Fc treatment was confirmed by Oil-red O staining (Fig. 4*D*). Lipid accumulation in the liver is commonly accompanied by accumulation of bile acids, which have themselves been attributed roles in fetal liver hematopoiesis (49). In all of the treated groups there was a two- to threefold increase in the circulating bile acids in response to CSF1-Fc treatment (Fig. 4*E*).

**Fig. 4.**
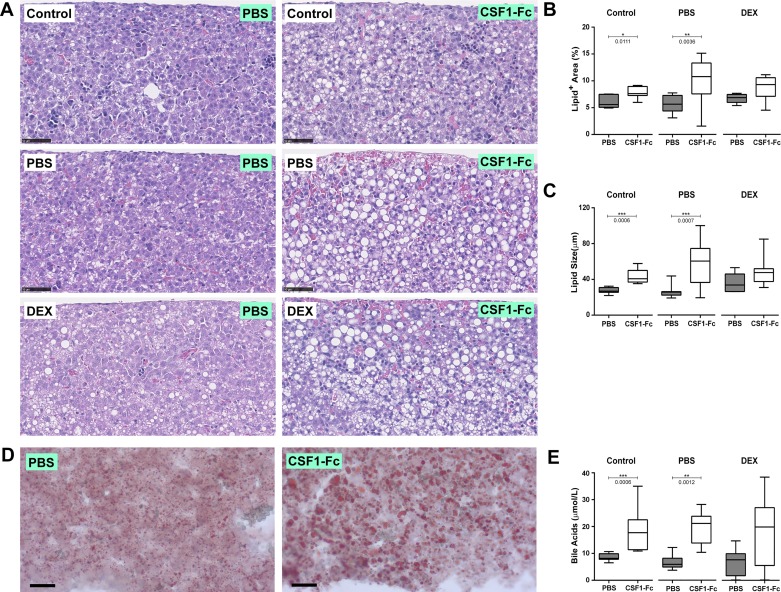
CSF1-Fc treatment causes lipid accumulation in livers of neonatal rats. Rats were injected with PBS or DEX on *days 14–21* of pregnancy. Control dams were not injected. Offspring were treated with PBS or 1 µg/g porcine CSF1-Fc on *days 0–5*. *A*: representative hematoxylin and Eosin (H&E) sections of formalin-fixed paraffin-embedded livers. ImageJ was used to quantify the percentage area of lipids (*B*) and lipid size (*C*), using 6 H&E images per liver; *n* = 7 (control), 11–12 (PBS), and 7 (DEX). *D*: representative Oil red O staining of frozen liver sections. *E*: EDTA-plasma was tested for bile acids; *n* = 7–8 for all groups. All results were analyzed with a Mann-Whitney test. *P* values are indicated on the box and whisker plots.

#### CSF1-Fc increases hepatic and splenic macrophage numbers.

In light of the relative lack of impact of CSF1-Fc on blood monocyte counts, we investigated whether the treatment increased tissue macrophage numbers in the liver and spleen. As shown in Fig. 5, there was a three- to fourfold increase in CD68^+^-positive cells in the liver and a smaller increase, from a higher basal level, in the spleen. LBW following maternal DEX treatment did not affect macrophage numbers in either organ or the response to CSF1-Fc.

**Fig. 5.**
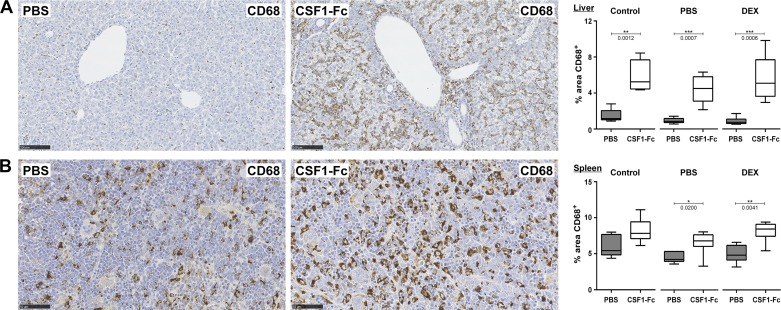
Treatment of neonatal rats with CSF1-Fc causes an increase in liver and splenic macrophages. Rats were injected with PBS or DEX on *days 14–21* of pregnancy. Control dams were not injected. Offspring were treated with PBS or 1 µg/g porcine CSF1-Fc on *days 0–5*. Organs were collected at *day 6*. Representative images of formalin-fixed, paraffin-embedded livers (*A*) and spleens (*B*) stained with an antibody against CD68. Sections shown are from neonatal rats born to PBS-injected dams. Percentage area of CD68^+^ staining was calculated with ImageJ using 6 images per organ; *n* = 6–8 for all groups. All results were analyzed with a Mann-Whitney test. *P* values are indicated on the box and whisker plots.

#### CSF1-Fc-regulated gene expression in neonatal rat liver.

In adult mice and weaner pigs, the mechanism(s) underlying the impact of CSF1-Fc treatment on liver growth was dissected by array profiling intact liver in parallel with BMDM (14, 46). Analysis of the data as a network graph, using Biolayout Express^3D^ (now Graphia^PRO^), enabled the identification of clusters of genes that were induced by CSF1, including those that are shared with BMDM and those induced specifically in the liver. The latter set would include genes that are expressed uniquely by the macrophages of the liver (28). We generated mRNA expression array profiles for rat BMDM and for the livers from control (PBS-) and CSF1-Fc-treated control rats (born to PBS-treated dams). 

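The arrays covered the livers of 4 CSF1-Fc-treated and 2 PBS-treated Sprague-Dawley pups, all born to PBS-treated dams, and 3 cultures of bone marrow-derived macrophages (BMDM). CSF1-Fc is CSF1 fused to an immunoglobulin Fc region. Pups received 1 µg/g of it, or PBS, for 5 days, and livers were taken on day 6. BMDM were grown from Dark Agouti marrow in CSF1 for 7 days, so strain and culture differed from the livers together with cell type. RNA was hybridized to Affymetrix Rat Gene 2.1 ST arrays, and the authors summarized and normalized the signals by RMA in R using the Transcription Analysis Console. The paper's text does not say whether all 9 arrays were normalized together. Values are log2 RMA expression of 36685 probe sets, of which 14824 carried exactly 1 gene symbol. Median log2 expression lay between 3.75 and 3.87 on the 9 arrays. Groups were compared with limma, with Benjamini-Hochberg adjustment over all probe sets, and a change is reported where the adjusted p was under 0.05. Lists of genes by cell type and pathway, and the lists the study names, were fixed before the data were examined. They were tested with camera, which sets a list against all other genes, with a preset correlation between genes of 0.01. The small number of arrays, above all of PBS livers, limits the precision of every comparison.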

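In CSF1-Fc-treated liver, 449 probe sets were higher and 93 were lower than in PBS-treated liver. Among those with a single gene symbol, the largest rise was in Mmp9, which encodes a gelatinase, with a log2 fold change of 3.44 (SE 0.52, adjusted p = 0.0409; 0.0623 and 0.144 without PBS liver 1 and 2). Slfn4, a myeloid gene of the Schlafen family, rose by 3.04 (SE 0.25, adjusted p = 0.0128; 0.0501 without PBS liver 2), and Clec2gl1, a C-type lectin, rose by 3.01 (SE 0.17, adjusted p = 0.0116). Car3, an enzyme of hepatocytes and fat cells, fell by 2.88 on the log2 scale (SE 0.31, adjusted p = 0.017; 0.0514 without PBS liver 2). Sucnr1, the succinate receptor, fell by 2.48 (SE 0.23, adjusted p = 0.0135; 0.0611 without PBS liver 2), and Lum, a collagen-binding proteoglycan of the matrix, fell by 2.17 (SE 0.17, adjusted p = 0.0128). BMDM differed far more widely from the livers, with 7292 probe sets higher and 6425 lower than in CSF1-Fc-treated liver, and 3754 higher and 3815 lower than in PBS-treated liver. Without any one of the CSF1-Fc livers no probe set passed between CSF1-Fc and PBS liver in limma, with 4068 to 4266 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0544 to 0.072, so each of these calls needs all 4 livers. Without PBS liver 1, 2628 probe sets passed, and without PBS liver 2, 393 passed. PBS liver 2 stood apart from the other livers, with a Pearson correlation over probe sets, which are not independent replicates, of 0.951 to 0.962, against 0.971 to 0.985 between all other pairs of livers.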

The complete primary data set is provided in Supplementary Table S1 (supplementary tables online only), with average expression of each transcript and fold change between PBS- and CSF1-Fc-treated rat livers. The set of ~650 transcripts increased at least twofold in the liver by CSF1-Fc treatment (Supplementary Table S1) is consistent with the three- to fourfold increase in macrophage content shown in Fig. 5. It includes markers such as *Adgre1* (F4/80), *Fcgr1a* (Cd64), and *Cd14* and multiple transcription factor genes (*Fli1, Nr1h3, Tfec, Elf4, Irf8, Spi1, SpiC, Runx1, Runx3, Klf4, Etv1, Etv5, Irf5, Fos*), implicated in regulated expression of *Csf1r* and/or macrophage differentiation (39). None of these transcription factors was enriched in the liver relative to BMDM. 

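CSF1-Fc-treated liver had 1099 probe sets with a mean at least 2-fold higher than in PBS-treated liver, and 446 at least 2-fold lower. Of the probe sets with a single gene symbol, 484 were at least 2-fold higher and 149 at least 2-fold lower, and 284 and 31 of these also passed in limma. Among them were Lrrc25, a leucine-rich repeat protein, with a log2 fold change of 2.44 (SE 0.12, adjusted p = 0.0116), and Cd180, a Toll-like receptor homolog, with 2.39 (SE 0.31, adjusted p = 0.0296 from limma). Without PBS liver 2, Cd180 had a log2 fold change of 2.29 and did not pass. Pla2g7, a phospholipase secreted by macrophages, rose by 2.41 (SE 0.25, adjusted p = 0.0149; 0.0623 without PBS liver 2). Slc2a1, the glucose transporter GLUT1, rose by 2.34 (SE 0.22, adjusted p = 0.0135). With only PBS liver 2 as the control, 2160 probe sets were at least 2-fold higher and 1659 at least 2-fold lower. With only PBS liver 1, 808 were at least 2-fold lower.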

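Several genes of macrophage identity rose in CSF1-Fc-treated liver. Adgre1 (probe set 17868657) had a mean log2 expression of 9.87 ± 0.29 (SD, n = 4) in CSF1-Fc and 7.78 ± 0.01 (SD, n = 2) in PBS liver, a 4.25-fold rise (adjusted p = 0.0135 from limma; 0.0617 without PBS liver 2). Fcgr1a, the high-affinity IgG receptor, rose 4.26-fold (SE 0.27 on the log2 scale, adjusted p = 0.0268). Cd14, a co-receptor for lipopolysaccharide, rose 7.22-fold (SE 0.21, adjusted p = 0.0127). Of the transcription factors, 11 were measured, and Spic, Runx1 and Etv1 were not matched to a probe set here. None fell and 6 rose. They were Etv5 (log2 fold change 1.93, SE 0.16, adjusted p = 0.0128), Irf5 (1.76), Spi1, which encodes PU.1 (1.58), Tfec (1.52), Irf8 (1.12) and Fli1 (1.06). The other 5 were higher in mean without passing, namely Fos (1.83, adjusted p = 0.0573), Runx3 (1.58, adjusted p = 0.0943), Klf4 (1.37, adjusted p = 0.138), Elf4 (1.16, adjusted p = 0.116) and Nr1h3 (1.04, adjusted p = 0.121). All 11 passed when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. As a set they were higher by camera (adjusted p = 8.52e-13; adjusted p = 0.0929 with an estimated correlation). Irf5 did not pass without either PBS liver (adjusted p = 0.0545 and 0.0611), nor did Fli1 without PBS liver 2 (adjusted p = 0.0948).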

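The comparison of BMDM with CSF1-Fc-treated liver divided the 11 measured transcription factors. Klf4, which drives monocyte differentiation, was higher in BMDM by 2.27 on the log2 scale (SE 0.35, adjusted p = 0.00147 from limma), and Spi1 by 0.94 (SE 0.20, adjusted p = 0.00782). Lower in BMDM were 6 of the 11. Nr1h3, which encodes the oxysterol receptor LXRα (probe set 17774502), had a mean log2 expression of 7.05 ± 0.30 (SD, n = 3) in BMDM and 10.39 ± 0.18 (SD, n = 4) in CSF1-Fc liver (adjusted p = 8.47e-06). BMDM minus CSF1-Fc liver was -2.84 for Irf8, -2.48 for Runx3, -2.37 for Tfec, -1.74 for Fos and -0.98 for Fli1, each past an adjusted p of 0.05. Etv5 (-0.29, adjusted p = 0.217), Irf5 (0.28, adjusted p = 0.274) and Elf4 (0.09, adjusted p = 0.763) did not pass. The median difference of all probe sets between BMDM and CSF1-Fc liver was 0.14 on the log2 scale, and 0.02 after the arrays were quantile normalized again.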

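Id3 (probe set 17803116) encodes an inhibitor of helix-loop-helix transcription factors. Its mean log2 expression was 6.83 ± 0.04 (SD, n = 2) in PBS-treated liver, above 83.4% of probe sets, and 6.95 ± 0.43 (SD, n = 4) in CSF1-Fc-treated liver. The difference of 0.12 (SE 0.28) did not pass in limma (adjusted p = 0.889). In BMDM, Id3 stood at 5.75 ± 0.36 (SD, n = 3) and was lower than in CSF1-Fc liver, with a difference of -1.21 (SE 0.28, adjusted p = 0.0106).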

*Id3*, which was implicated in Kupffer cell differentiation in mice (28), was constitutively expressed in neonatal rat liver and not elevated further by CSF1-Fc, suggesting that it is not specifically associated with the macrophage population. To gain insight into the broad impact of CSF1-Fc treatment on liver macrophages, and other hematopoietic cell populations, we used CIBERSORT, a tool for characterizing cellular composition of complex tissues from gene expression profiles (32). Livers from control mice were predicted to contain a higher proportion of monocyte-like cells compared with treated mice, which might reflect liver macrophage immaturity in neonatal rats (Fig. 6*A*). 

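Most listed marker genes of mature macrophages rose in CSF1-Fc-treated liver and those of monocytes mostly did not pass. CIBERSORT, which gives relative proportions of cell types, was not repeated. Marker lists, which measure levels in whole-liver RNA, were tested in its place. Of 14 measured pan-macrophage markers, 9 rose, none fell and 5 did not pass in limma (12 rose when adjusted over the list alone), with a median change of 3.48-fold. C1qc, a subunit of complement C1q made by tissue macrophages, had a log2 fold change of 1.99 (SE 0.30, adjusted p = 0.0406). Of 10 measured monocyte markers, 1 rose, none fell and 9 did not pass (4 rose when adjusted over the list alone). The gene that rose was Itgal, the integrin αL chain of lymphocytes and monocytes, with 1.87 (SE 0.15, adjusted p = 0.0128). F13a1, a clotting factor subunit of monocytes, differed by 0.84 (SE 0.23, adjusted p = 0.184). Both lists were higher by camera, the pan-macrophage list with a median log2 fold change of 1.80 (adjusted p = 2.95e-15; adjusted p = 0.0997 with an estimated correlation) and the monocyte list with 0.67 (adjusted p = 0.0239; adjusted p = 0.163 with an estimated correlation). The monocyte list did not pass without PBS liver 1 (adjusted p = 0.219).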

CSF1-Fc treatment led to a significant reduction in the monocyte expression signature, with a concomitant increase in mature macrophage (M0) and alternatively activated macrophage (M2) signatures (Fig. 6*A*). No significant changes in other liver hematopoietic cell populations were observed, confirming the specific impact of CSF1-Fc on the macrophage lineage.

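Outside the macrophage lineage, few blood cell markers passed in either direction. Granulocyte genes were lower as a list in CSF1-Fc-treated liver by camera (adjusted p = 0.00137; adjusted p = 0.272 with an estimated correlation), with a median log2 fold change of -0.95. Of 12 measured neutrophil markers none passed in limma, with 1 higher and 6 lower at an unadjusted p under 0.05 (1 higher and 5 lower when adjusted over the list alone). Retnlg, a resistin-like protein of neutrophils, had a log2 fold change of -3.12 (SE 0.54, adjusted p = 0.0588), and the granule genes Mmp8, Camp and Ngp had -2.03, -1.96 and -1.82. Of 13 erythroid markers 1 rose, none fell and 12 did not pass, with a median of 0.08 (adjusted p = 0.057; 0.00344 without CSF1-Fc liver 3 and 0.018 without PBS liver 2). The riser was Tfrc, the transferrin receptor, which macrophages also carry (1.76, SE 0.24, adjusted p = 0.0317; 0.0954 without PBS liver 2). Of 8 B cell markers, Cd22 (2.16, SE 0.16) and Blnk (1.10, SE 0.11) rose, both also expressed outside B cells, and 6 did not pass. That list had a median of -0.02 and a mean of 0.33, and was higher by camera without passing (adjusted p = 0.177). Klrk1, the activating receptor NKG2D, was the only riser among 8 NK cell markers (1.86, SE 0.21, adjusted p = 0.0174; 0.0723 without PBS liver 2), whose list did not pass (adjusted p = 0.177). None of 10 T cell markers passed, with 3 higher at an unadjusted p under 0.05 (list adjusted p = 0.0652; 0.00883 without PBS liver 2), and none of 7 megakaryocyte markers, with 3 higher and 1 lower (list adjusted p = 0.273; 0.0445 without PBS liver 2). The 10 measured dendritic cell and MHC class II genes were higher as a set by camera (adjusted p = 0.00205; adjusted p = 0.128 with an estimated correlation). RT1-Da, an MHC class II gene, was the only one that rose over all probe sets (1.85, SE 0.26, adjusted p = 0.0343 from limma). It did not pass without PBS liver 1 or without PBS liver 2. When adjusted over the list alone, 5 rose. The list joins both kinds of gene, so it does not show a change in dendritic cells as such.

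**Figure D1:**
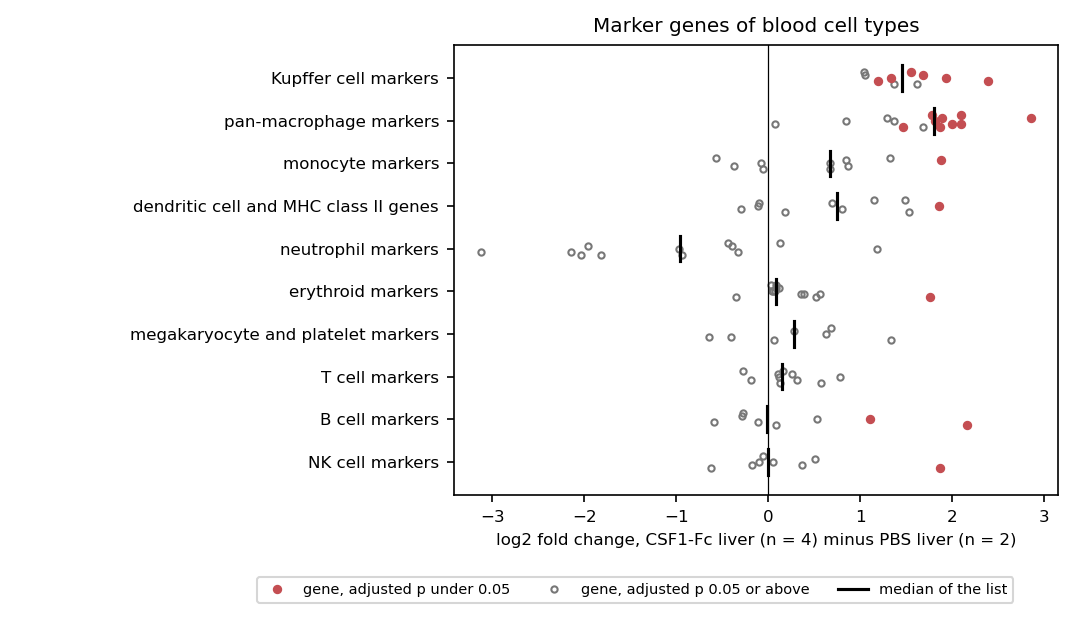
Log2 fold change in CSF1-Fc over PBS liver (horizontal axis) of the measured genes of each blood cell list (vertical axis). Each point is 1 gene, and the lists' medians run from -0.95 for neutrophil markers to 1.80 for pan-macrophage markers.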

**Fig. 6.**
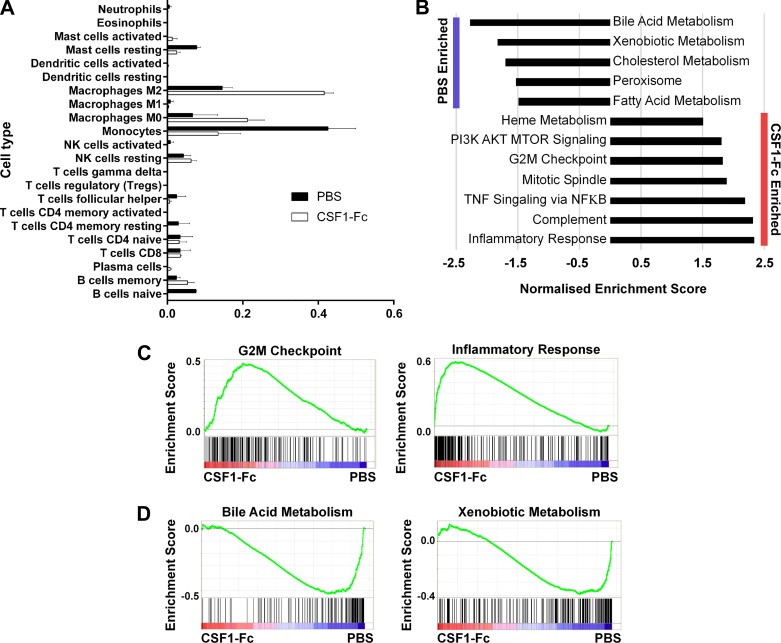
Gene set enrichment analysis of neonatal rat livers. Rats were injected with PBS on *days 14–21* of pregnancy, and offspring were treated with PBS or 1 µg/g porcine CSF1-Fc on *days 0–5*. Livers were collected at *day 6* for RNA isolation and subsequent microarray analysis. *A*: relative proportion of hematopoietic cell types in PBS- and CSF1-Fc-treated livers predicted using CIBERSORT. *B*: significantly enriched hallmark gene sets were determined by Gene Set Enrichment Analysis (FDR *q*-value <0.05). Example gene set enrichment plots for CSF1-Fc- (C) and PBS- (*D*) treated neonatal rat livers. Expression data were ranked according to normalized expression in CSF1-Fc vs. PBS-treated liver (indicated by red-blue bars), and the gene set of interest was mapped onto this profile (filled bars) to determine enrichment scores (green lines).

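Lists of cell cycle, lysosome and complement genes were higher by camera in CSF1-Fc-treated liver, and lists of cholesterol, bile acid and drug metabolism genes were lower, while few single genes passed. With an estimated correlation none of these lists passed (adjusted p of 0.163 to 0.588), and without PBS liver 1 neither of the bile acid lists did (adjusted p = 0.612 and 0.136). The hallmark sets were not used here, and lists written from general knowledge were tested by camera. No single cell cycle gene passed in limma. Of 23 genes of G2 and mitosis 20 had a positive log2 fold change and 1 passed an unadjusted p under 0.05, and of 23 genes of DNA replication 17 were positive and 1 passed unadjusted. As sets both were higher, the mitotic list with adjusted p = 0.0211 (adjusted p = 0.588 with an estimated correlation; 0.0563 and 0.299 without PBS liver 1 and 2, 0.117 and 0.0712 without CSF1-Fc liver 3 and 4) and the replication list with adjusted p = 0.0478 (adjusted p = 0.559 with an estimated correlation; 0.0578 to 0.24 without any array other than CSF1-Fc liver 1). Of 16 complement genes 5 rose and none fell (6 when adjusted over the list alone), with a median of 0.04 and a mean of 0.54. The risers were C1qa (1.78), C1qb, C1qc, the properdin gene Cfp (1.63) and the receptor C3ar1 (adjusted p = 0.0409; 0.0677 and 0.124 without PBS liver 1 and 2), all genes of phagocytes, and the other 11 did not pass. The complement list was higher with adjusted p = 0.0274 (adjusted p = 0.163 with an estimated correlation), but not without CSF1-Fc liver 1 (adjusted p = 0.0888) or PBS liver 2 (adjusted p = 0.458). None of 14 cholesterol synthesis genes passed in limma, and 10 were lower both at an unadjusted p under 0.05 and when adjusted over the list alone. Msmo1, a sterol demethylation enzyme, had -1.20 (SE 0.26, adjusted p = 0.104). The list was lower (median -0.75, adjusted p = 1.81e-07; adjusted p = 0.163 with an estimated correlation). Among 28 xenobiotic metabolism genes, Fmo1, a flavin monooxygenase, fell by 1.14 (SE 0.18, adjusted p = 0.0463; 0.0501 without PBS liver 2) and 27 did not pass (7 fell when adjusted over the list alone). That list was lower (median -0.37, adjusted p = 5.87e-05; adjusted p = 0.275 with an estimated correlation), but not without PBS liver 1 (adjusted p = 0.136). Of 12 genes of fatty acid synthesis, Me1, which supplies NADPH, rose by 1.90 (SE 0.28, adjusted p = 0.0369; 0.064 and 0.113 without PBS liver 1 and 2), and Scd, the stearoyl-CoA desaturase, did not pass (-1.10, SE 0.34, adjusted p = 0.225). The list did not pass (adjusted p = 0.25), though without PBS liver 2 it was lower (adjusted p = 0.00112).

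**Figure D2:**
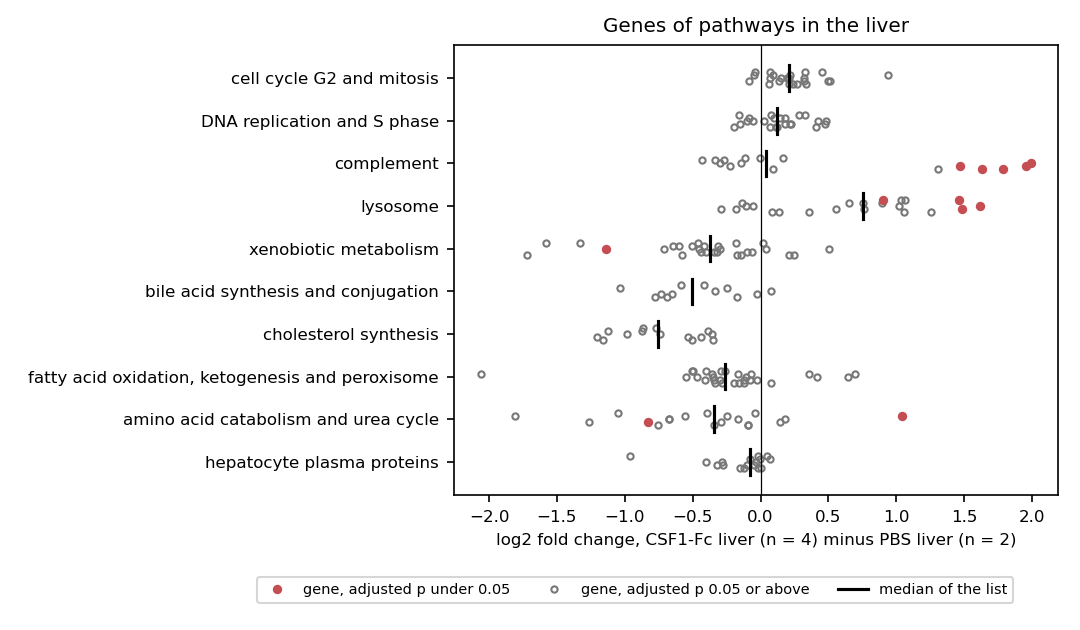
Log2 fold change in CSF1-Fc over PBS liver (horizontal axis) of the measured genes of each pathway list (vertical axis). Each point is 1 gene, and the 14 cholesterol synthesis genes all lie below 0, between -1.20 and -0.35.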

Gene set enrichment analysis (GSEA) (Fig. 6, *B–D*) revealed relative enrichment of cell cyle and inflammation-related terms in the CSF1-Fc-treated livers and of lipid and xenobiotic metabolism in control livers. A network graph created with Graphia^PRO^ generated similar liver- and macrophage-associated clusters to conventional hierarchical clustering (Fig. 7, *A* and *B*). The average profiles of the four largest clusters and representative transcripts are shown. The complete transcript list for each of these clusters is provided in Supplementary Table S2. The implications of the set of inducible genes and each of the clusters and their relationship to the macrophage recruitment and accumulation of lipids are discussed below.

**Fig. 7.**
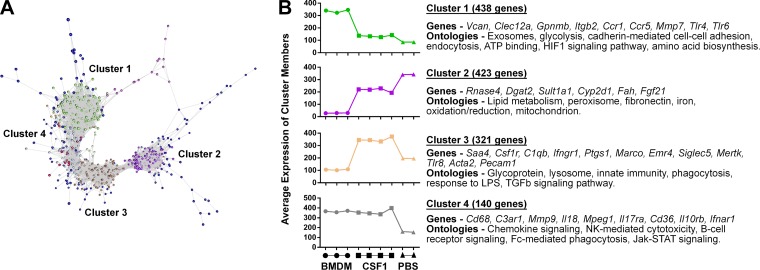
CSF1-Fc-regulated gene expression in neonatal rat liver. Rats were injected with PBS on *days 14–21* of pregnancy, and offspring were treated with PBS or 1 µg/g porcine CSF1-Fc on *days 0–5*. Livers were collected at *day 6* for RNA isolation and subsequent microarray analysis. *A*: normalized data were clustered with gene expression data from bone marrow-derived macrophages (BMDM) by Spearman correlation using Graphia^PRO^. *B*: graphs show average expression of clusters in BMDM and CSF1-Fc-, and PBS -treated neonatal rats born to PBS-injected dams.

#### CSF1-Fc-induced macrophage expansion, hepatosplenomegaly, and lipid accumulation are reversible.

Having observed the impact of CSF1-Fc treatment on the growth of the liver and fat deposition, we asked whether the effect was reversible upon cessation of treatment. Control and treated animals were allowed to recover for an additional 27 days following treatment. As shown in Fig. 8, at that time there was no longer any difference between the groups in terms of relative liver and spleen size; the content of CD68^+^ cells in the spleen was normalized, and fat deposition in the liver was no longer evident.

**Fig. 8.**
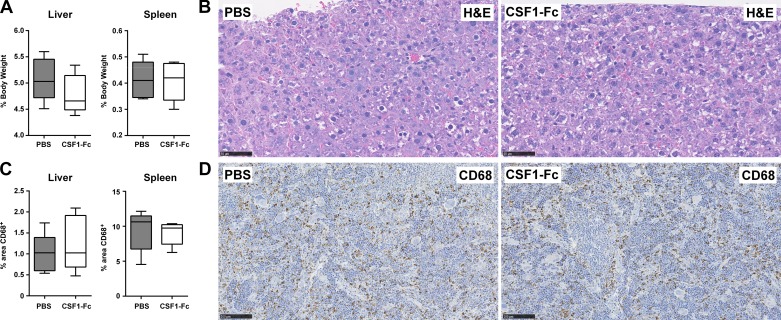
Cessation of CSF1-Fc treatment reverts organ size, lipid accumulation, and macrophage numbers to control levels. Rats were injected with DEX on *days 14–21* of pregnancy, and offspring were treated with PBS or 1 µg/g porcine CSF1-Fc on *days 0–5*. *A*: organs were collected and weighed 27 days following the last injection. *B*: representative H&E sections of formalin-fixed, paraffin-embedded livers. *C*: box and whisker plots showing percentage area of CD68^+^ staining as calculated by ImageJ using 6 images per organ; *n* = 5 for all groups. *D*: representative CD68 immunohistochemistry of formalin-fixed, paraffin-embedded spleens.

## DISCUSSION

Concentrations of CSF1 were found to be higher in fetal than in maternal blood throughout mouse gestation and to peak around the time of birth, at which time there was also a peak of CSF1 protein in the liver (41). In humans, CSF1 is also elevated in the embryonic circulation relative to the maternal, and there was a two- to threefold increase in the first few days after a full-term birth (40). In the current study, we examined the possible roles of that increase in available CSF1 by administering an exogenous source for the first 5 days of life in rats.

The FANTOM5 consortium produced detailed time courses of the mRNA expression profile of developing mouse organs based on Cap Analysis of Gene Expression. Analysis of these data revealed a signature of increased macrophage content with time of development (51). The macrophages of the mouse liver displayed a unique gene expression profile including endocytic receptors (*Clec4f* and *Timd4*). Their expression in the liver escalated rapidly between neonatal *day 0* and *day 7*, consistent with a role for the postnatal surge in the liver and circulating CSF1 in the expansion of this population. Correlation-based network analysis of gene expression profiles of CSF1-Fc-treated and control livers from neonatal rats, alongside BMDM, revealed four clear clusters of liver- and macrophage-associated genes. 

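Most listed genes typical of Kupffer cells rose in CSF1-Fc-treated liver and were lower in BMDM. Marco, a scavenger receptor (probe set 17867496), had a mean log2 expression of 9.88 ± 0.18 (SD, n = 4) in CSF1-Fc liver, 8.21 ± 0.19 (SD, n = 2) in PBS liver and 3.00 ± 0.96 (SD, n = 3) in BMDM, a 3.20-fold rise with CSF1-Fc (adjusted p = 0.0141 from limma). Vsig4, the complement receptor CRIg, rose 3.83-fold (SE 0.20 on the log2 scale, adjusted p = 0.0149), and Timd4, a phosphatidylserine receptor, rose 5.24-fold (SE 0.30, adjusted p = 0.0273). Clec4f, a galactose-binding lectin, had 8.37 ± 0.46 (SD, n = 4) against 7.01 ± 0.41 (SD, n = 2), a difference that did not pass (adjusted p = 0.133). Of the 18 genes that the study names in its cluster 3, 12 were measured, and 10 rose and none fell, with a median change of 3.19-fold. All 12 passed when adjusted over the list alone, which is not independent evidence because the study chose them on these samples. Compared with CSF1-Fc liver, 11 of the 12 were lower in BMDM and 1 was higher. Of 10 Kupffer cell markers from general knowledge, 6 rose, none fell and 4 did not pass (10 rose when adjusted over the list alone), with a median of 2.74-fold, and 8 were lower in BMDM. Both lists were higher by camera (adjusted p = 3.8e-18 and 8.72e-13; adjusted p = 0.0932 and 0.128 with an estimated correlation).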

*Cluster 3* (Fig. 7*B* and Supplementary Table S2) contained transcripts that were relatively low or absent in BMDM, higher in liver from control mice, and elevated four- to fivefold further in response to CSF1-Fc. The cluster included *Clec4f*, *Marco, Vsig4*, and *Timd4*, identified in mice as definitive markers of resident Kupffer cells, compared with monocytes and monocyte-derived macrophages (47, 54). 

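A few genes that handle heme and iron rose in CSF1-Fc-treated liver. Slc40a1, the iron exporter ferroportin (probe set 17864290), had a mean log2 expression of 11.37 ± 0.06 (SD, n = 4) in CSF1-Fc and 10.18 ± 0.05 (SD, n = 2) in PBS liver, a 2.29-fold rise (adjusted p = 0.0135 from limma), and only 4.02 ± 0.44 (SD, n = 3) in BMDM. Hmox1, which degrades heme, rose 2.52-fold (SE 0.13 on the log2 scale, adjusted p = 0.0135) and was higher again in BMDM, by 0.87 over CSF1-Fc liver (SE 0.12, adjusted p = 0.000996). Cd163 and Slc48a1 were not matched to a probe set here. Of 15 measured genes of iron and heme handling, 4 rose, none fell and 11 did not pass (5 rose and 2 fell when adjusted over the list alone). Besides these and the transferrin receptor gene, the metal transporter Slc11a1 rose (log2 fold change 1.72, SE 0.24, adjusted p = 0.0343). Hamp, the hepatocyte hormone hepcidin that degrades ferroportin, had -1.09 (SE 0.19, adjusted p = 0.0595). As a set the list was higher by camera (median 0.05, adjusted p = 0.0274; adjusted p = 0.163 with an estimated correlation), but not without PBS liver 1 (adjusted p = 0.0675) or PBS liver 2 (adjusted p = 0.0578).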

The cluster also contained Kupffer cell-associated transcripts *Cd163*, ferroportin (*Slc40a1*), the heme transporter *Slc48a1*, and heme oxygenase (*Hmox1*), involved in the elimination of senescent red cells and recycling of heme iron (31). Two other macrophage-related clusters were identified in the data. 

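The 449 probe sets higher in CSF1-Fc than in PBS liver divided by their level in BMDM. Of these, 131 were higher still in BMDM than in CSF1-Fc liver, 155 were lower in BMDM and 163 did not pass in either direction. Cd180 is among the first group, Axl, a receptor for dying cells, among the second and Upp1, a uridine-cleaving enzyme, among the third, with BMDM minus CSF1-Fc liver of 1.40, -3.65 and 0.03 on the log2 scale. Independent lists would give 89.2 higher, 78.6 lower and 281.1 neither. The CSF1-Fc livers enter both comparisons. In groups simulated without any change none passed, and at an unadjusted p under 0.05 10.6 were higher in both comparisons and 165.5 higher and then lower, against 843 and 870 observed. That simulation held BMDM equal to liver, unlike the data. It shows only what sharing the arrays does and gives no chance level for the division. With the CSF1-Fc livers halved between the comparisons no probe set passed in limma, and the unadjusted counts were 374 to 505 and 408 to 460.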

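Another set of macrophage genes did not differ past the threshold between CSF1-Fc-treated liver and BMDM. Cd68, a lysosomal glycoprotein of macrophages (probe set 17657767), had a mean log2 expression of 10.75 ± 0.17 (SD, n = 4) in CSF1-Fc liver, 8.89 ± 0.29 (SD, n = 2) in PBS liver and 11.02 ± 0.22 (SD, n = 3) in BMDM, a 3.63-fold rise with CSF1-Fc (adjusted p = 0.0135 from limma). Il18, a cytokine of macrophages, rose by 2.09 on the log2 scale (SE 0.16, adjusted p = 0.0128), and Ifnar1, a chain of the interferon receptor, by 1.05 (SE 0.12, adjusted p = 0.0174). The cytokine receptor genes Il17ra (0.86, adjusted p = 0.18) and Il10rb (0.47, adjusted p = 0.236) did not pass. Of 10 genes listed for the study's cluster 4, a list that leaves out Csf1r although the study's text places it there, 9 were measured, and 7 rose and none fell, with a median change of 3.88-fold. All 9 passed when adjusted over the list alone, which the study chose on these samples. The set was higher by camera (adjusted p = 8.52e-13; adjusted p = 0.0929 with an estimated correlation). Between BMDM and CSF1-Fc liver none of the 9 passed in limma, and none had an unadjusted p under 0.05. Csf1r, the CSF1 receptor, rose 3.52-fold (SE 0.15, adjusted p = 0.0128) and was lower in BMDM than in CSF1-Fc liver, with a difference of -1.12 (SE 0.14, adjusted p = 0.000437). Without PBS liver 1, 5 of the 9 rose, and without PBS liver 2, 4 rose.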

*Cluster 4* (Fig. 7*B*) was expressed highly in BMDM, and strongly-inducible in the liver in response to CSF1-Fc. The cluster included *Cd68* (consistent with Fig. 5), *Adgre1* (F4/80), *Csf1r*, and *Mpeg1*. *Cluster 1* (Fig. 7*B*) contained macrophage-related genes (e.g., *Gpnmb*) that were strongly expressed in BMDM and induced to a lesser extent by CSF1-Fc treatment. 

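Most measured genes of the study's cluster 1 were higher in CSF1-Fc-treated than in PBS-treated liver, and higher again in BMDM. Gpnmb, a glycoprotein of lysosomes (probe set 17783481), had a mean log2 expression of 11.35 ± 0.33 (SD, n = 3) in BMDM, 9.95 ± 0.18 (SD, n = 4) in CSF1-Fc liver and 7.67 ± 0.38 (SD, n = 2) in PBS liver, a 4.83-fold rise with CSF1-Fc (adjusted p = 0.0133 from limma). Itgb2, the integrin β2 chain, rose by 1.80 on the log2 scale (SE 0.18, adjusted p = 0.0145; 0.0553 without PBS liver 2), and the matrix protease gene Mmp7 was 2.83-fold higher (adjusted p = 0.0263; 0.0672 without PBS liver 2). Ccr1, a chemokine receptor, differed by 2.35 with a wide error (SE 0.63, adjusted p = 0.173), and the inhibitory lectin Clec12a by 1.10 (SE 0.20, adjusted p = 0.0639). Of the genes that the study names in its cluster 1, 7 were measured here. In the liver 5 of the 7 rose and none fell (7 rose when adjusted over the list alone, chosen by the study on these samples), with a median log2 fold change of 1.76, and all 7 were higher in BMDM than in CSF1-Fc liver. The set was higher by camera (adjusted p = 2.86e-10; adjusted p = 0.0997 with an estimated correlation). Their median was 3.38-fold, against 3.19-fold for the measured cluster 3 genes and 3.88-fold for those of cluster 4. Whether the rise of this set differs in size from that of the other macrophage genes was not tested. Without PBS liver 2, 2 of the 7 rose.

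**Figure D3:**
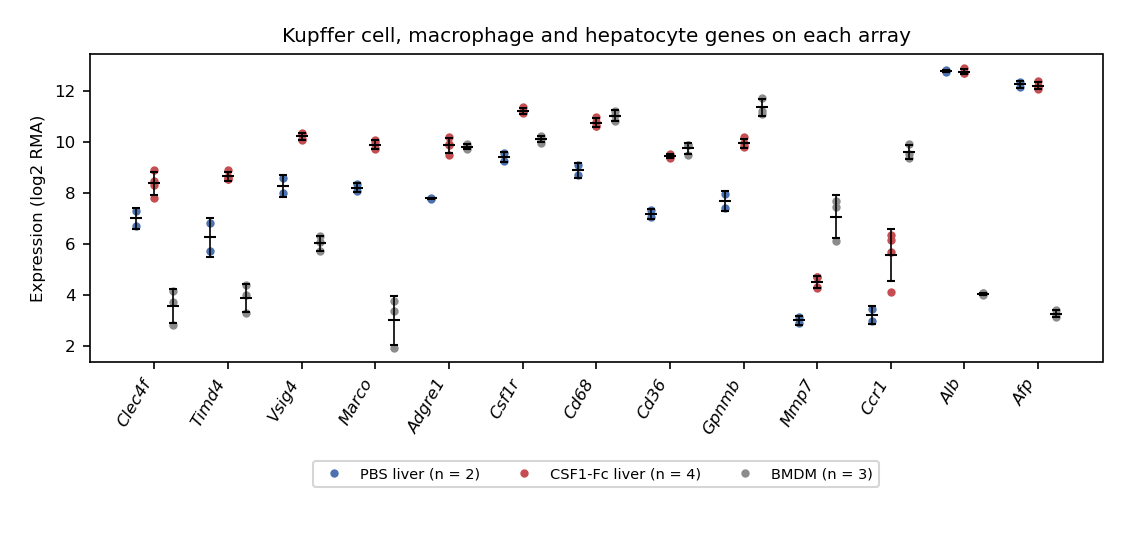
Log2 RMA expression (vertical axis) of 13 genes (horizontal axis) in CSF1-Fc liver (n = 4), PBS liver (n = 2) and BMDM (n = 3). Points are arrays and bars show the mean and SD, with Alb and Afp at 12.76 and 12.21 in CSF1-Fc liver.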

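The 7 measured genes of the study's cluster 2 were lower as a list in CSF1-Fc-treated liver by camera (adjusted p = 1.43e-05; adjusted p = 0.128 with an estimated correlation), and none passed singly. Rnase4, a secreted ribonuclease (probe set 17698125), had a mean log2 expression of 11.53 ± 0.19 (SD, n = 4) in CSF1-Fc liver, 12.10 ± 0.08 (SD, n = 2) in PBS liver and 3.79 ± 0.48 (SD, n = 3) in BMDM. Its difference between the livers (adjusted p = 0.188 from limma) did not pass, nor did those of the drug-metabolizing genes Cyp2d1 (-0.58, SE 0.13, adjusted p = 0.114) and Sult1a1 (-0.40, SE 0.15, adjusted p = 0.299). Of the 10 genes that the study names in its cluster 2, 7 were measured, and Fah, Nr1h4 and Cyp2e1 were not matched to a probe set here. None of the 7 passed over all probe sets in limma. All 7 were lower at an unadjusted p under 0.05 and when adjusted over the list alone, which is not independent evidence, since the study chose these genes on these samples. Their log2 fold changes ran from -2.06 to -0.40, with a median of -0.58. In BMDM, 6 of the 7 were lower than in CSF1-Fc liver.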

*Cluster 2* contained transcripts that were not detected in BMDM, and were reduced in CSF1-Fc-treated livers. 

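The 7 measured cluster 2 genes were set against genes of plasma proteins, which hepatocytes make, within each array. Their mean log2 expression relative to 17 plasma protein genes was -3.00 ± 0.12 (SD, n = 4) in CSF1-Fc-treated liver and -2.41 ± 0.21 (SD, n = 2) in PBS-treated liver, a difference of -0.60 (exact permutation test, two-sided p = 0.0667, the smallest p that the 15 splits of 4 against 2 livers allow). Relative to Alb and Afp the difference was -0.72 (exact permutation test, two-sided p = 0.0667), but these lie near the highest values on the liver arrays (12.93 to 13.10), where a saturated signal would look stable whatever the RNA did. The study chose the cluster 2 genes on these samples, so a fall relative to other genes is not independent evidence. None of the 17 plasma protein genes passed in limma, with 1 lower at an unadjusted p under 0.05, and the median log2 fold change was -0.08. By camera the plasma protein list did not pass (adjusted p = 0.136), but it was lower without CSF1-Fc liver 1 (adjusted p = 0.0376) and without PBS liver 2 (adjusted p = 0.0036). Mean log2 expression of the list was 11.68 in PBS liver 1, 11.50 in PBS liver 2 and 11.36 to 11.53 in the CSF1-Fc livers. With the arrays centred on these genes, the median difference of all probe sets moved from -0.03 to 0.12, and 618 probe sets were higher and 49 lower.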

The reduction in their expression was not simply due to dilution by the macrophage-associated transcripts. Hepatocyte-specific genes such as *Alb* and *Afp* were unaffected (Supplementary Table S1).

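Alb, the most abundant plasma protein gene (probe set 17693539), had a mean log2 expression of 12.76 ± 0.09 (SD, n = 4) in CSF1-Fc and 12.78 ± 0.05 (SD, n = 2) in PBS liver, a difference of -0.02 (SE 0.12, adjusted p = 0.968 from limma). Afp, the fetal counterpart of albumin (probe set 17693523), had 12.21 ± 0.14 (SD, n = 4) and 12.26 ± 0.15 (SD, n = 2), a difference of -0.05 (SE 0.14, adjusted p = 0.914). Both lie near the top of the range of the arrays, where a change in RNA can be hidden. Ttr, a carrier of thyroid hormone and retinol, differed by -0.29 (SE 0.12, adjusted p = 0.364) and Apoh, a phospholipid-binding apolipoprotein, by -0.28 (SE 0.15, adjusted p = 0.495). Apoa2, an apolipoprotein of HDL, differed by -0.96, but its SE was 0.43, with 6.86 ± 1.06 (SD, n = 2) in PBS liver (adjusted p = 0.414).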

In adult mice, CSF1-Fc treatment promoted the proliferation of both resident Kupffer cells and infiltrating monocytes (50). Monocyte recruitment depends on *Ccl2* signaling via *Ccr2*, but, unlike in mice, neither gene was induced by CSF1-Fc in rats. 

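Neither the chemokine gene nor its receptor gene passed in the livers. Ccl2 (probe set 17649426) had a mean log2 expression of 6.37 ± 0.45 (SD, n = 4) in CSF1-Fc and 5.70 ± 0.52 (SD, n = 2) in PBS liver, a difference of 0.67 (SE 0.34, adjusted p = 0.47 from limma). BMDM expressed far more Ccl2, with a mean of 11.38 ± 0.17 (SD, n = 3). Ccr2 (probe set 17849243) had 6.55 ± 0.32 (SD, n = 4) and 6.61 ± 0.47 (SD, n = 2), a difference of -0.06 (SE 0.27, adjusted p = 0.949). Of 8 measured chemokines and receptors of monocyte recruitment none passed over all probe sets, and 3 rose both at an unadjusted p under 0.05 and when adjusted over the list alone, among them Ccl3 (1.13, SE 0.30, adjusted p = 0.168). By camera the list did not pass (median 0.45, adjusted p = 0.0652), although it was higher without CSF1-Fc liver 1 (adjusted p = 0.0265) and without PBS liver 2 (adjusted p = 0.0438).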

Monocyte markers such as *Spn* (*Cd43*) (19) and *Ly6C* were readily detected in the liver but were not increased further by CSF1-Fc (Supplementary Table S1). 

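Spn, the sialoglycoprotein of leukocytes (probe set 17637391), had a mean log2 expression of 5.61 ± 0.12 (SD, n = 4) in CSF1-Fc and 5.99 ± 0.29 (SD, n = 2) in PBS liver, where it stood above 75.4% of probe sets. The difference was -0.38 (SE 0.17, adjusted p = 0.401 from limma). Ly6c (probe set 17838221) had 7.04 ± 0.18 (SD, n = 4) and 7.12 ± 0.87 (SD, n = 2), above 85.8% of probe sets in PBS liver. That difference was -0.08 with a SE of 0.34 (adjusted p = 0.946). Plac8, a gene of monocytes and granulocytes, differed by 1.32 (SE 0.41, adjusted p = 0.233), and Cx3cr1, the fractalkine receptor, by 0.86 (SE 0.24, adjusted p = 0.191).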

CIBERSORT analysis identified a reduced monocyte expression signature in CSF1-Fc-treated livers (Fig. 6*A*). Taken together with the large increase in expression of liver macrophage-specific genes such as *Timd4* and *Vsig4*, and the lack of a substantial increase in circulating monocyte numbers (Fig. 2), these findings suggest that most of the increase in liver macrophages arises from proliferation of resident Kupffer cells. Some of the regulated genes in Supplementary Table S1, such as *Cd163, Cd206*, and *Msr1 (Cd204*) have been regarded as markers of M2-macrophage polarization in rats (52) (12), and the inducible gene profile also includes members of the *Tgfb* family (*Tgfb1, Tgfb3*), which are M2-associated cytokines (57). However, *Cd163* is known to be expressed constitutively by Kupffer cells and many resident macrophages in rats (37). These genes are all expressed constitutively in the naïve liver, and they are not increased to any greater extent than the Kupffer cell markers or generic macrophage-associated transcripts such as *Cd14, Cd68, Adgre1*, and *Csf1r*. By contrast, IL-4 target genes such as *Tgm2, Arg1* and *Retnla* (27) were not increased in the treated liver, suggesting the “M2” expression signature detected in CSF1-Fc-treated liver by CIBERSORT deconvolution analysis relates to the Kupffer cell profile mentioned above rather than IL4-mediated alternative activation. Accordingly, CSF1-Fc treatment appears to act solely to promote expansion and maturation of the resident macrophage population of the neonatal liver, reflected by increased mature macrophage expression signatures (M0, M2).

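Of the M2-associated genes that the study names, Msr1, Tgfb1 and Tgfb3 were measured, and Cd163 and Mrc1 were not matched to a probe set here. Tgfb1, an anti-inflammatory cytokine (probe set 17614474), had a mean log2 expression of 9.07 ± 0.21 (SD, n = 4) in CSF1-Fc and 7.64 ± 0.35 (SD, n = 2) in PBS liver and rose by 1.43 (SE 0.20, adjusted p = 0.0358 from limma; 0.0576 without PBS liver 2). Msr1, a scavenger receptor, differed by 1.34 (SE 0.22, adjusted p = 0.0533) and Tgfb3 by 1.13 (SE 0.23, adjusted p = 0.0844), and neither passed over all probe sets. All 3 passed when adjusted over the list alone, which the study chose on these samples, and camera gave adjusted p = 0.000242 (adjusted p = 0.145 with an estimated correlation). In PBS liver they stood above 95.5%, 89.8% and 79.5% of probe sets in the order Msr1, Tgfb1 and Tgfb3. Their change was smaller by 0.22 log2 units than that of 10 Kupffer cell markers, with a difference of -0.22 (exact permutation test, two-sided p = 0.267), and against 14 pan-macrophage markers the difference was -0.35 (exact permutation test, two-sided p = 0.2). Against Cd14, Cd68, Adgre1 and Csf1r it was -0.86 (exact permutation test, two-sided p = 0.0667, the smallest p that 15 splits allow).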

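Targets of IL-4 did not pass in CSF1-Fc-treated liver. Arg1, which encodes arginase and is also an enzyme of the hepatocyte urea cycle (probe set 17610985), had a mean log2 expression of 8.25 ± 0.80 (SD, n = 4) in CSF1-Fc and 8.42 ± 0.14 (SD, n = 2) in PBS liver, a difference of -0.16 (SE 0.50, adjusted p = 0.919 from limma). Retnla, a resistin-like protein (probe set 17668766), had 1.59 ± 0.09 (SD, n = 4) and 1.75 ± 0.42 (SD, n = 2), above only 9.30% and 10.2% of probe sets (adjusted p = 0.749). Tgm2 was not matched to a probe set here. Both measured genes had an unadjusted p above 0.05, and their list did not pass by camera (median -0.16, adjusted p = 0.636). From the lack of an increase in these targets, the paper proposes that the M2 signature in the deconvolution relates to the Kupffer cell profile rather than to alternative activation by IL-4.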

CSF1-Fc treatment did not increase hepatocyte proliferation in neonatal rats. Hence, the increase in liver size was mainly due to the extensive lipid droplet formation. Genes such as *Pcna*, the transcription factor *FoxM1*, and cyclins (e.g., *Ccna2*), were expressed constitutively in both rat BMDM, which are actively proliferating, and in the liver, regardless of CSF1-Fc treatment (Supplementary Table S1). Nevertheless, the GSEA in Fig. 6 indicates enrichment for cell cycle-associated genes in response to CSF1-Fc, which is likely to be associated with proliferation of the macrophages (50). 

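Pcna, Foxm1 and Ccna2, genes of proliferation, did not pass between the groups of livers, which does not show that their levels were equal. Pcna, which encodes the sliding clamp of DNA polymerase (probe set 17777527), had a mean log2 expression of 8.06 ± 0.24 (SD, n = 4) in CSF1-Fc and 8.00 ± 0.34 (SD, n = 2) in PBS liver, a difference of 0.07 (SE 0.22, adjusted p = 0.923 from limma). Foxm1 had 6.53 ± 0.18 (SD, n = 4) and 6.46 ± 0.06 (SD, n = 2), a difference of 0.07 (SE 0.16, adjusted p = 0.888). Ccna2, which encodes cyclin A2, had 7.02 ± 0.26 (SD, n = 4) and 6.87 ± 0.03 (SD, n = 2), a difference of 0.15 (SE 0.19, adjusted p = 0.771). In BMDM, Pcna was higher than in CSF1-Fc liver by 1.64 (SE 0.17, adjusted p = 0.00016) and Ccna2 by 0.52 (SE 0.17, adjusted p = 0.0453), and Foxm1 stood at 6.33 ± 0.14 (SD, n = 3), a difference of -0.19 that did not pass (adjusted p = 0.37).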

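Among genes of mitosis, Kif23, a kinesin of cell division, had the largest difference in CSF1-Fc-treated liver, with a log2 fold change of 0.94 (SE 0.28, adjusted p = 0.21 from limma). The mitotic cyclin genes Ccnb1 and Ccnb2 differed by 0.34 (SE 0.21, adjusted p = 0.542) and 0.32 (SE 0.15, adjusted p = 0.416). In DNA replication, the helicase subunit gene Mcm3 differed by 0.48 (SE 0.13, adjusted p = 0.183) and the ribonucleotide reductase gene Rrm1 by 0.48 (SE 0.22, adjusted p = 0.431). The median log2 fold change was 0.21 for the mitotic list and 0.12 for the replication list. In BMDM, 16 of the 23 mitotic genes were higher than in CSF1-Fc liver and 1 was lower, and 12 of the 23 replication genes were higher and 3 lower.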

In adult mice, the proliferation of hepatocytes is dependent in part on inflammatory cytokines such as IL-6 and TNF produced by incoming Ccr2-dependent monocytes in response to exposure to portal blood (14, 50). The increased expression of classical LPS-responsive proinflammatory genes was detectable in expression profiles of liver from CSF1-Fc-treated mice and pigs (14, 50). By contrast, no induction of mRNA encoding these inflammatory cytokines was seen in the CSF1-Fc-treated neonatal rat livers. 

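Il6 (probe set 17788345) had a mean log2 expression of 2.32 ± 0.14 (SD, n = 4) in CSF1-Fc and 2.45 ± 0.06 (SD, n = 2) in PBS liver, above only 24.2% and 25.3% of probe sets, and did not pass (adjusted p = 0.716 from limma). Tnf (probe set 17752747) had 3.99 ± 0.46 (SD, n = 4) and 4.34 ± 0.25 (SD, n = 2), a difference of -0.35 (SE 0.31, adjusted p = 0.663). Il1b, a cytokine induced by lipopolysaccharide, was higher in mean by 1.54 without passing (SE 0.37, adjusted p = 0.132), and Icam1, an adhesion molecule of inflamed endothelium, by 0.93 (SE 0.24, adjusted p = 0.158). Of 26 measured inflammatory cytokines and LPS-responsive genes, 1 rose, none fell and 25 did not pass, also when adjusted over the list alone. At an unadjusted p under 0.05, 8 were higher and 1 lower, and 4 had a mean at least 2-fold higher. The gene that rose, Il18, is expressed by resting macrophages. This list had a median of -0.01 and a mean of 0.32, and it was higher by camera without passing (adjusted p = 0.0637), but passed without CSF1-Fc liver 4 (adjusted p = 0.0281) and without PBS liver 2 (adjusted p = 0.018).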

We suggest that the lack of inflammatory cytokine induction in neonatal liver reflects the absence of monocyte recruitment.

CSF1-Fc treatment alone was sufficient to promote lipid droplet accumulation, and the comparative gene expression profiles in Supplementary Table S1 may give clues as to the underlying mechanism. The biogenesis of lipid droplets has been reviewed by Pol et al. (36). 

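Genes of lipid droplet formation were expressed in both groups of livers and did not pass between them. Acsl1, an acyl-CoA synthetase (probe set 17711717), had a mean log2 expression of 10.32 ± 0.12 (SD, n = 4) in CSF1-Fc and 10.68 ± 0.70 (SD, n = 2) in PBS liver, a difference of -0.36 (SE 0.28, adjusted p = 0.619 from limma). Plin2, which coats lipid droplets (probe set 17808473), had 9.34 ± 0.18 (SD, n = 4) and 9.06 ± 0.50 (SD, n = 2), a difference of 0.28 (SE 0.23, adjusted p = 0.644). Dgat2, which makes triglyceride, differed by -0.60 (SE 0.12, adjusted p = 0.0854), and Pemt, which makes phosphatidylcholine, by -0.59 (SE 0.25, adjusted p = 0.374). The differences of Acsl3, Acsl4, Aup1, Spart (Spg20) and Pcyt1a, taken here as the gene written Cct1, were 0.31, -0.21, 0.02, 0.42 and 0.30, with adjusted p values of 0.447 to 0.97. Plin3 and Bscl2 were not matched to a probe set here. Of the 9 measured genes none passed in limma, with Dgat2 lower at an unadjusted p under 0.05 and when adjusted over the list alone. The study's list had a median of 0.02 and a mean of -0.05 and did not pass by camera, which gave the direction lower (adjusted p = 0.844). A wider list of 22 lipid droplet proteins and triglyceride enzymes also had none that passed, with 1 higher and 6 lower at an unadjusted p under 0.05 (5 lower when adjusted over the list alone), among them Cidec, which fuses droplets (-0.73, SE 0.15, adjusted p = 0.0868). That list was lower as a set (median -0.19, adjusted p = 0.0337; adjusted p = 0.163 with an estimated correlation), but not without CSF1-Fc liver 3, PBS liver 1 or PBS liver 2 (adjusted p = 0.0505, 0.214 and 0.0531).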

Most genes involved [e.g., *Acscl1,3*, and *4*, *Aup1*, *Dgat2, Spg20, Cct1, Pemt*, perilipins (*Plin2, Plin3*), and *Bscl2* (aka *seipin*)] were expressed in neonatal rat liver but were not increased further by CSF1-Fc (Supplementary Table S1). One possible site of regulation is the uptake of fatty acids. However, the two most highly expressed hepatocyte fatty acid transporters, encoded by *Slc27a2* and *Slc27a5*, were each somewhat downregulated in CSF1-Fc treated livers, as were the major fatty acid binding proteins *Fabp1*, *Fabp5*, and *Fabp 7.* The fatty acid translocase *Cd36* was elevated four- to fivefold in the CSF1-Fc-treated livers. 

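Cd36 was the one fatty acid uptake gene among these that passed. It had a mean log2 expression (probe set 17781011) of 9.44 ± 0.07 (SD, n = 4) in CSF1-Fc and 7.18 ± 0.20 (SD, n = 2) in PBS liver, a 4.79-fold rise (SE 0.14 on the log2 scale, adjusted p = 0.0116 from limma). BMDM expressed it at 9.74 ± 0.23 (SD, n = 3), which did not differ from CSF1-Fc liver past the threshold (adjusted p = 0.16). Slc27a5, the bile acid and fatty acid CoA ligase of hepatocytes, differed by -1.03 (SE 0.30, adjusted p = 0.207). Fabp1, the liver fatty acid binding protein, differed by -0.75 (SE 0.29, adjusted p = 0.324) and Fabp7 by -0.99 (SE 0.27, adjusted p = 0.172). Slc27a2 and Fabp5 were not matched to a probe set here. None of these 3 passed over all probe sets in limma, and all 3 were lower at an unadjusted p under 0.05 and when adjusted over the list alone, which the study chose on these samples. As a set they were lower by camera (adjusted p = 0.0124; adjusted p = 0.255 with an estimated correlation), but not without PBS liver 1 (adjusted p = 0.138) or PBS liver 2 (adjusted p = 0.0608).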

*Cd36* is highly expressed in macrophages; however it is also implicated in fatty acid uptake in hepatocytes in rats (5) and mice (56), suggesting that some of this induction may occur in hepatocytes. Hepatocyte-specific conditional deletion of *Cd36* in mice was shown recently to greatly attenuate lipid accumulation in two models of hepatic steatosis (56). 

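Abcg1, which moves cholesterol out of macrophages (probe set 17753937), had a mean log2 expression of 8.38 ± 0.16 (SD, n = 4) in CSF1-Fc and 7.22 ± 0.20 (SD, n = 2) in PBS liver, a rise of 1.17 (SE 0.16, adjusted p = 0.0318 from limma; 0.0851 without PBS liver 2). Pltp, the phospholipid transfer protein gene (probe set 17779286), rose 4.04-fold (SE 0.12 on the log2 scale, adjusted p = 0.0116), from 8.67 ± 0.12 (SD, n = 2) to 10.68 ± 0.08 (SD, n = 4), and was lower in BMDM, at 8.29 ± 0.47 (SD, n = 3). Abca9 and Pcsk1 were not matched to a probe set here. Both measured genes are targets of the oxysterol receptor LXR. Of 13 measured LXR targets and cholesterol efflux genes, 3 rose, none fell and 10 did not pass (6 rose and 3 fell when adjusted over the list alone). Mylip, a ubiquitin ligase that degrades the LDL receptor, was the other riser (2.30-fold, adjusted p = 0.024). The list had a median of 0.00 and a mean of 0.21 and did not pass by camera (adjusted p = 0.123).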

The active cholesterol transporter *Abcg1* (34), less well-studied cholesterol-sensitive transporter *Abca9* (35), phospholipid transfer protein *Pltp* (2), and the insulin-converting enzyme *Pcsk1*, linked to regulated lipid droplet accumulation in adipocytes (43), were also upregulated in response to CSF1. Downstream of lipid uptake, acyl-CoA synthesis is an essential event in lipid droplet formation, in which the Acsl family are implicated (36). The long- and short-chain acyl-CoA synthetases *Acsbg1, Acsf2*, and *Acss1* and the remodeling enzyme *Lpcat2* (18) were each strongly increased by CSF1-Fc treatment. 

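Acsbg1, a very long-chain acyl-CoA synthetase (probe set 17852685), had a mean log2 expression of 7.92 ± 0.27 (SD, n = 4) in CSF1-Fc and 5.58 ± 0.17 (SD, n = 2) in PBS liver, a 5.08-fold rise (adjusted p = 0.0128 from limma). Acsf2, a medium-chain synthetase, rose 2.37-fold (SE 0.16 on the log2 scale, adjusted p = 0.0274). Acss1, which activates acetate in mitochondria, rose 2.67-fold (SE 0.22, adjusted p = 0.0449; 0.0588 and 0.133 without PBS liver 1 and 2). Lpcat2, which remodels phosphatidylcholine, rose 3.48-fold (SE 0.21, adjusted p = 0.021; 0.0611 without PBS liver 2). In BMDM, Acsbg1, Acsf2 and Acss1 were lower than in CSF1-Fc liver, with differences of -4.23, -3.68 and -3.46, and Lpcat2 was higher by 0.64 (SE 0.16, adjusted p = 0.0164). Of the 10 lipid genes that the study names as induced, 8 were measured, and 7 rose and none fell, with a median of 3.05-fold. All 8 passed when adjusted over the list alone, which is not independent evidence because the study chose it on these samples. The set was higher by camera (adjusted p = 8.52e-13; adjusted p = 0.0997 with an estimated correlation).

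**Figure D4:**
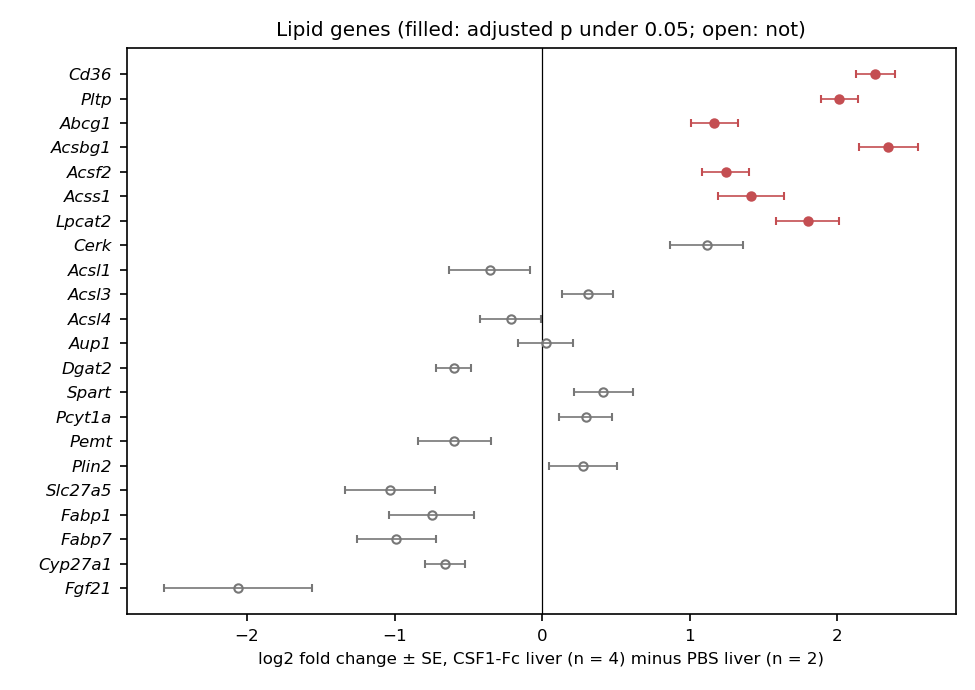
Log2 fold change in CSF1-Fc over PBS liver (horizontal axis) of 22 lipid genes that the paper names (vertical axis). Points are limma estimates and bars their standard errors, from -2.06 for Fgf21 to 2.35 for Acsbg1.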

Ceramide kinase (*Cerk*), an upstream regulator of phospholipase A_2_ activation and lipid droplet formation (16), was also increased more than twofold by CSF1-Fc. 

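Cerk (probe set 17839792) had a mean log2 expression of 6.64 ± 0.35 (SD, n = 4) in CSF1-Fc and 5.53 ± 0.19 (SD, n = 2) in PBS liver. The mean was 2.17-fold higher with CSF1-Fc (SE 0.25 on the log2 scale), a difference that did not pass in limma over all probe sets (adjusted p = 0.109). BMDM expressed it at 6.94 ± 0.14 (SD, n = 3), which did not differ from CSF1-Fc liver past the threshold (adjusted p = 0.303).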

The set of genes downregulated by CSF1-Fc (*cluster 2*) may also contribute to lipid droplet formation through alterations in lipid metabolism. For example, *Cyp27a1* controls the generation of the cholesterol derivative 27-hydroxycholesterol, and knockout of the gene is associated with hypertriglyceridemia (38). 

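Cyp27a1 (probe set 17860505) had a mean log2 expression of 7.91 ± 0.11 (SD, n = 4) in CSF1-Fc and 8.56 ± 0.13 (SD, n = 2) in PBS liver, a difference of -0.66 (SE 0.13) that did not pass over all probe sets (adjusted p = 0.0922 from limma). BMDM expressed it at 4.01 ± 0.23 (SD, n = 3). Of 12 measured genes of bile acid synthesis and conjugation none passed in limma, with 5 lower at an unadjusted p under 0.05 and 4 when adjusted over the list alone, Cyp27a1 and Amacr, a racemase of bile acid side chains (-0.59, SE 0.11, adjusted p = 0.0762), among both. As a set they were lower by camera (median -0.50, adjusted p = 0.002; adjusted p = 0.342 with an estimated correlation), but not without PBS liver 1 (adjusted p = 0.612).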

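Fgf21, a fasting-induced hormone of hepatocytes (probe set 17632931), had a mean log2 expression of 7.98 ± 0.03 (SD, n = 2) in PBS liver, above 91.7% of probe sets, and 5.92 ± 0.81 (SD, n = 4) in CSF1-Fc liver. The mean was 4.17-fold lower with CSF1-Fc, with a SE of 0.50 on the log2 scale, and the difference did not pass in limma over all probe sets (adjusted p = 0.137). In BMDM it stood at 4.31 ± 0.26 (SD, n = 3), lower than in CSF1-Fc liver with a difference of -1.61 (SE 0.42, adjusted p = 0.0188).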

*Cluster 2* includes the master regulator *Fgf21*, which is highly expressed in neonatal liver and reduced nearly fourfold by CSF1-Fc. Fgf21 has been implicated in control of numerous lipid/obesity-related liver pathologies (25). The bile acid receptors *Nr1h4* (*Fxr*) and Gpbar1 (*Tgr5*), are also within this cluster and might be subject to feedback regulation by elevated bile acids. 

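Gpbar1 (probe set 17860339) had a mean log2 expression of 3.67 ± 0.12 (SD, n = 4) in CSF1-Fc and 4.08 ± 0.22 (SD, n = 2) in PBS liver, where it stood above 53.9% of probe sets, a difference of -0.41 (SE 0.15, adjusted p = 0.303 from limma). BMDM expressed it at 3.81 ± 0.36 (SD, n = 3), with no difference from CSF1-Fc liver past the threshold (adjusted p = 0.596). Nr1h4 was not matched to a probe set here. Its target gene Nr0b2, which represses bile acid synthesis, differed by -1.36 (SE 0.30, adjusted p = 0.107). Slc10a1, which takes up bile acids from the blood, differed by -0.56 (SE 0.14, adjusted p = 0.154). Of 9 measured genes of bile acid transport and sensing none passed in limma, with 4 lower at an unadjusted p under 0.05 and 2 when adjusted over the list alone. As a set they were lower by camera (median -0.36, adjusted p = 0.0104; adjusted p = 0.163 with an estimated correlation), but not without PBS liver 1 (adjusted p = 0.136).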

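Genes of hepatocytes around the central vein were lower as a list in CSF1-Fc-treated liver by camera (median -0.74, adjusted p = 0.000114; adjusted p = 0.163 with an estimated correlation). Genes of periportal hepatocytes were tested apart, and the difference between the zones was not tested. Of 10 measured centrilobular genes, 3 fell, 1 rose and 6 did not pass in limma (8 fell and 1 rose when adjusted over the list alone). Axin2 (probe set 17652300), a target of Wnt signaling, fell by 1.16 on the log2 scale (SE 0.16, adjusted p = 0.0345), from 5.68 ± 0.18 (SD, n = 2) to 4.51 ± 0.17 (SD, n = 4). Rhbg, an ammonium transporter, fell by 0.96 (SE 0.14, adjusted p = 0.0358) and Lgr5, a Wnt co-receptor, by 0.82 (SE 0.13, adjusted p = 0.0473). The riser was Oat, ornithine aminotransferase, with 1.04 (SE 0.12, adjusted p = 0.0194), whose RNA BMDM carry at 8.02 ± 0.19 (SD, n = 3). None of 9 periportal genes passed, also at an unadjusted p under 0.05, and their list did not pass (median -0.09, adjusted p = 0.764). Axin2, Rhbg and Lgr5 did not pass without PBS liver 2 (adjusted p = 0.0662, 0.0848 and 0.0624) or with the arrays centred on plasma protein genes (adjusted p = 0.0586, 0.105 and 0.0992), where their log2 fold changes were still -1.004, -0.804 and -0.658.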

Many of the genes in *cluster 2*, notably the cytochrome *P*-450 enzymes such as Cyp27a1 and Cyp2e1, have centrilobular enrichment in adult mouse liver (4).

In adult mice, treatment with CSF1-Fc mimicked many effects of insulin, producing a marked downregulation of genes encoding enzymes of gluconeogenesis, fatty acid oxidation, and amino acid catabolism (14). This was not evident in the treated neonatal rats, where CSF1-Fc treatment did not regulate known targets of insulin repression, including the insulin receptor itself (*Insr*), the transcription factor *FoxO1*, and downstream targets such as the signal transducer *Irs2*, gluconeogenic enzymes *Pck1* and *G6pase*, tyrosine amino transferase (*Tat*), *Igfbp1*, and *ApoC2* (58), indicating that insulin signaling is unaltered. 

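Targets of insulin repression did not pass in either direction. Insr (probe set 17671354) had a mean log2 expression of 7.14 ± 0.18 (SD, n = 4) in CSF1-Fc and 7.47 ± 0.67 (SD, n = 2) in PBS liver, a difference of -0.33 (SE 0.28, adjusted p = 0.645 from limma). Pck1, the rate-limiting gene of gluconeogenesis, differed by -0.24 (SE 0.34, adjusted p = 0.79) and Irs2 by 0.65 (SE 0.33, adjusted p = 0.471). Foxo1, Tat, Igfbp1 and Apoc2 differed by -0.08, -0.10, -0.05 and -0.20, with adjusted p values of 0.564 to 0.95. G6pc1 was not matched to a probe set here. None of the 7 measured targets had an unadjusted p under 0.05, and the list did not pass by camera (median -0.10, adjusted p = 0.627). None of 7 genes of gluconeogenesis and glycogen passed in limma, with 1 lower unadjusted, and the list did not pass (adjusted p = 0.278), although it was lower without PBS liver 2 (adjusted p = 0.0173). Of 19 genes of amino acid catabolism, Kmo, an enzyme of tryptophan breakdown, fell by 0.83 (SE 0.13, adjusted p = 0.0434; 0.0909 without PBS liver 2), 1 rose and 17 did not pass (7 fell and 1 rose when adjusted over the list alone). This list was lower (median -0.34, adjusted p = 0.00137; adjusted p = 0.272 with an estimated correlation), but not without PBS liver 1 (adjusted p = 0.0709). None of 29 genes of fatty acid oxidation passed in limma, with 1 higher and 3 lower unadjusted, such as Decr2, a peroxisomal reductase (-0.55, SE 0.12, adjusted p = 0.105). The list was lower (median -0.26, adjusted p = 0.0239; adjusted p = 0.542 with an estimated correlation), but not without CSF1-Fc liver 3 (adjusted p = 0.0585), and without PBS liver 1 its direction turned (adjusted p = 0.702).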

We suggest that the difference between the effects of adult and neonatal CSF1-Fc treatments lies in the recruitment of monocytes and inflammatory cytokine production.

In overview, the transcriptional profiling of neonatal rat livers treated with CSF1-Fc highlights many genes that may control lipid droplet formation. Lipid droplet accumulation was not observed in adult mice, or pigs, in response to CSF1-Fc administration (14, 46, 50). In adult animals, CSF1-Fc caused profound monocytosis, and the expanded hepatic macrophage population was predominantly recruited monocytes. The response to CSF1-Fc in the neonates suggests that lipid accumulation is controlled, at least in part, by resident Kupffer cells. In that case, treatment with anti-CSF1R, which rapidly depletes Kupffer cells (26), could have some benefit in reversing lipid accumulation. The focus on lipid droplet formation, which we have shown is rapidly reversible, potentially neglects the potential benefit of such a treatment. In the context of models of acute liver failure, CSF1-Fc treatment rapidly expanded the Kupffer cell population and restored the capacity for removal of potential infections arriving in the portal blood (50). Neonatal sepsis is one of the main causes of morbidity and mortality, attributed in part to the immaturity of the neonatal immune system (48). We have shown that CSF1-Fc treatment of neonatal rats can produce a rapid increase in Kupffer cell numbers independently of monocyte recruitment and regardless of prior maternal stress and LBW. 

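Most of the measured receptors that the study names for recognition and uptake of microbes and dying cells rose in CSF1-Fc-treated liver. Axl, a receptor tyrosine kinase that binds apoptotic cells (probe set 17630742), had a mean log2 expression of 9.53 ± 0.13 (SD, n = 4) in CSF1-Fc and 7.43 ± 0.04 (SD, n = 2) in PBS liver, a 4.28-fold rise (adjusted p = 0.0116 from limma). Tlr7, a sensor of single-stranded RNA, rose by 1.89 on the log2 scale (SE 0.16, adjusted p = 0.0128), the inflammasome genes Nlrp3 and Nlrc4 by 2.20 and 2.05, and Siglec1, a sialic acid receptor, by 2.43. Without PBS liver 2, Nlrc4 (adjusted p = 0.0609) and Siglec1 (adjusted p = 0.0548) did not pass. Clec4a (1.47, SE 0.25, adjusted p = 0.0587) and Fcgr2a (1.05, SE 0.34, adjusted p = 0.247) did not pass over all probe sets. Of the 15 measured receptors, 12 rose, none fell and 3 did not pass, with a median of 3.39-fold. All 15 passed when adjusted over the list alone, which is not independent evidence, as the study chose it on these samples. Of the phagocyte oxidase, Ncf1 rose (1.37, SE 0.19, adjusted p = 0.0341) and Cyba did not pass (1.38, SE 0.28, adjusted p = 0.0899), and the other genes of the complex were not used here. Both measured genes passed when adjusted over the list alone. Of 22 lysosomal genes 4 rose and none fell (14 rose when adjusted over the list alone), including the cathepsin gene Ctsd (1.62, SE 0.18, adjusted p = 0.0171) and Grn, which encodes progranulin (1.48, SE 0.17, adjusted p = 0.018; 0.0685 without PBS liver 2). By camera the receptors, the oxidase and the lysosomal genes were higher (adjusted p = 1.35e-20, 0.00291 and 8.74e-08; adjusted p = 0.0929, 0.182 and 0.163 with an estimated correlation).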

The inducible genes in Supplementary Tables S1 and S2 include numerous pattern recognition and endocytic receptors (e.g., *Siglec1, Siglec5, Nlrp3, Nlrc4, Mrc1, Tlr1,2,4,6,7, Cd163, Clec4a, Msr1, Marco, Timd4, Axl, Vsig4*, and *Fcgr2a*), and the components of the phagocyte oxidase system (*Cyba, Cybb, Ncf2, Ncf1*, and *4*). Accordingly, we suggest that CSF1-Fc treatment has potential to promote rapid maturation of innate immunity in neonates at high risk of infection.

## GRANTS

This work was funded by the Medical Research Council Grant MR/M019969/1. The Roslin Institute also receives Institute Strategic grant funding from the Biotechnology and Biological Sciences Research Council.

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

C.P. and D.A.H. conceived and designed research; C.P., K.A.S., G.M.D., L.L., A.R., and R.R. performed experiments; C.P., K.M.I., A.J.N., and D.A.H. analyzed data; C.P., K.M.I., P.B., M.C., and D.A.H. interpreted results of experiments; C.P. and K.M.I. prepared figures; C.P. and D.A.H. drafted manuscript; C.P., K.M.I., A.J.N., and D.A.H. edited and revised manuscript; C.P., K.M.I., and D.A.H. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

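RNA was measured in livers of neonatal Sprague-Dawley rats treated with CSF1-Fc (n = 4) or PBS (n = 2) and in BMDM of Dark Agouti rats (n = 3). The authors extracted liver RNA with TRIzol and RNeasy columns, kept samples with an RNA integrity number above 7, used Affymetrix Expression Console for quality control, and summarized and normalized the signals to log2 RMA expression in R using the Transcription Analysis Console. The deposited log2 values were used as given, without another background correction or normalization, for all 36685 probe sets. Detection calls were not used here, so a probe set's level is described by its percentile among all probe sets.

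Probe sets were named through the platform annotation. Exactly 1 gene symbol was given for 14824, several for 829 and none for 21032, and 14557 symbols were named in all. Probe sets with several symbols were tested but not named. Where a symbol had more than 1 probe set, the one with the highest mean over the livers stood for it.

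Groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, fitted to the compared groups alone, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. The prior degrees of freedom were 2.23, 2.56 and 3 for CSF1-Fc against PBS liver, BMDM against CSF1-Fc liver and BMDM against PBS liver, beside residual degrees of freedom of 4, 5 and 3. Ratios of group means on the log2 scale gave the counts of at least 2-fold changes. Gene lists were tested with camera in limma at a preset correlation of 0.01, adjusted over the 49 lists with a measured member, and with an estimated correlation as an alternative. Of the 50 lists, 13 hold genes that the study names and 37 were written from general knowledge. They hold 715 genes, of which 523 were matched to a probe set. A list of sex-linked genes had no measured member among its 6 genes, so the sex of the pups could not be compared between the groups. Ratios within an array were compared by exact permutation tests in scipy 1.17.1, with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

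Genes named in the text are those the paper names for these arrays, the 15 largest rises and 15 largest falls among probe sets with 1 symbol that passed without overlap between the groups' arrays, and up to 4 members of each list, 238 genes in all. C1qa is outside that rule and was named after its value was seen, to complete the complement genes that passed.

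The fits were tested on simulated data with 200 probe sets changed in each of 5 runs. For CSF1-Fc against PBS liver, 1.84% of 2-fold, 48.5% of 4-fold and 77.7% of 8-fold changes passed, with 19 false calls in all runs. For BMDM against CSF1-Fc liver these shares were 23.9%, 70.0% and 88.2% (24 false calls), and for BMDM against PBS liver 0%, 23.9% and 60.5% (5 false calls). Of 25 simulated lists moved by 1 log2 unit all 25 passed by camera, and 1 of 195 unmoved lists passed. The simulated noise was independent between genes, so these list counts do not cover lists whose genes vary together. In the real livers the estimated correlation reached 0.641, for the mitotic list. A 2-fold change between the livers that did not pass is therefore not shown to be absent.

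Alternatives set before the data were examined were a fit of all 9 arrays, a filter on dim probe sets (mean at or below the median), probe sets with 1 symbol, eBayes with a trend and robust prior, quantile normalization of the compared arrays, centring on the array median, centring on plasma protein genes, the mean over a gene's probe sets, the replicate number as a block, and leaving out each array. CIBERSORT, the hallmark gene sets and the network clustering were not used here. A check of gene length was not run.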

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

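The tests of explanations given here were chosen only after the results were seen, whereas the search for samples far from their group was set beforehand. Among the 4 CSF1-Fc livers, 21 of the 238 named genes had an array whose gap to the nearest other array as a share of the group's range was above Dixon's limit at 0.05. Chance gives about 1 in 20 groups. The farthest array was CSF1-Fc liver 1 for 6 genes, namely Alb (0.881), Ccna2 (0.861), Cd8a (1), Cxcl13 (0.986), Fcgr2a (0.869) and Kif23 (0.882). It was CSF1-Fc liver 2 for 3 genes, Il10rb (0.967), Scd (0.862) and Siglec1 (0.874), and CSF1-Fc liver 4 for 3 genes, Cdc6 (0.8294), Spart (0.945) and Sqle (0.846). CSF1-Fc liver 3 was farthest for 9 genes, namely C1qb (0.878), Cd5 (1), Cldn7 (1), Dgat2 (0.956), Fabp1 (0.917), Krt19 (0.919), Ngp (0.871), Nlrp3 (0.88) and Retnlg (0.901). A value of 1 arises where the other livers hold identical values.

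Gene lists of cell types and pathways that the paper does not discuss also moved between CSF1-Fc and PBS liver by camera. Stellate cell and fibroblast markers were lower (adjusted p = 0.0378; adjusted p = 0.348 with an estimated correlation), with the matrix proteoglycan genes Lum and Dcn (-1.35, SE 0.18, adjusted p = 0.0317; 0.0513 and 0.0814 without PBS liver 1 and 2) falling and 10 of 12 genes not passing (1 higher and 3 lower when adjusted over the list alone). Without CSF1-Fc liver 2 or 4 or PBS liver 1 the list did not pass (adjusted p = 0.0614, 0.0716 and 0.678). Sinusoidal endothelial markers were lower (adjusted p = 0.0291; adjusted p = 0.324 with an estimated correlation; adjusted p = 0.687 without PBS liver 1), with Ehd3, a membrane trafficking gene, falling by 0.90 (SE 0.15, adjusted p = 0.0497; 0.056 and 0.108 without PBS liver 1 and 2) and 10 of 11 genes not passing (2 lower when adjusted over the list alone). None of 6 cholangiocyte markers passed in limma, with 1 lower at an unadjusted p under 0.05, and the list was lower (adjusted p = 0.0124; adjusted p = 0.163 with an estimated correlation; adjusted p = 0.0902 without PBS liver 1). None of 11 acute phase genes passed, with 4 lower at an unadjusted p under 0.05 and 3 when adjusted over the list alone, such as Orm1 (-1.06, SE 0.19, adjusted p = 0.0627), and the list was lower (adjusted p = 0.0282; adjusted p = 0.301 with an estimated correlation; adjusted p = 0.595 without PBS liver 1). None of 12 interferon-stimulated genes passed, with 3 higher at an unadjusted p under 0.05 and none when adjusted over the list alone, such as Irf7 (0.95, SE 0.25, adjusted p = 0.163), and the list was higher (adjusted p = 0.0428; adjusted p = 0.32 with an estimated correlation). It did not pass without CSF1-Fc liver 1, 3 or 4 or PBS liver 1 (adjusted p = 0.0517, 0.0899, 0.0561 and 0.441).

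Neutrophil genes were lower in CSF1-Fc liver as a set, with a median log2 fold change of -0.95, but with an estimated correlation the list did not pass (adjusted p = 0.272). Dilution by added macrophage RNA would lower the other blood lineages alike. The erythroid list had a median of 0.084, above -0.478, a fall 0.5 times that of the neutrophil list, by more than the standard error of the difference (0.28). That error is a bootstrap over genes and does not measure the spread between livers. Erythroid genes may also respond to treatment, since the paper reports fewer red blood cells. The megakaryocyte, T, B and NK cell lists had medians of 0.28, 0.15, -0.02 and 0.00. Megakaryocyte genes may respond to treatment too, since the paper reports fewer platelets. A fall of that size was therefore not shared by these lists. A single PBS liver as the whole cause is argued against, because the neutrophil list's mean log2 expression was 6.32 and 6.61 in the PBS livers and 4.89 to 5.74 in the CSF1-Fc livers, a gap of 0.576 against an SD of 0.357 between CSF1-Fc livers. By camera the neutrophil list kept its direction without either PBS liver. Fewer granulocytes in the treated liver remain open and were not tested. The paper describes changes in blood neutrophils as marginal, but blood counts do not measure the liver.

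PBS liver 2 stood apart from the other livers in its correlation over probe sets. After quantile normalization the PBS livers correlated at 0.958, as before it, below the 0.983 to 0.985 between CSF1-Fc livers. A Pearson correlation does not change with a shift or linear scaling of an array, and the values were already normalized. This test therefore cannot decide on scaling of the arrays as a cause. A CSF1-Fc liver labelled as PBS is argued against, because PBS liver 2 lay below all 4 CSF1-Fc livers for 13 of 14 pan-macrophage genes. The quality of its RNA and a difference between pups or litters stay open, and no test of them was made.

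Regrouping the arrays tested whether other splits give as many calls. For BMDM against CSF1-Fc liver, 1 of 35 splits, the real split itself, reached 13717 probe sets, and the highest of the others reached 0. Every other split puts liver and BMDM together in a group, which widens its spread, so few calls were to be foreseen. This regrouping therefore cannot decide on chance. For CSF1-Fc against PBS liver, the 15 splits are too few for a share under 0.05. The real split called 542 probe sets and the highest of the others called 1.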

How the results depend on the processing

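All alternatives were set before the data were examined. Of the 49 lists, 19, of which 16 were called, kept their direction and their side of the threshold under every alternative run by camera except the estimated correlation. Under that one none of the 33 called lists passed by camera. With an estimated correlation the adjusted p was 0.0929 for the transcription factors, the cluster 4 genes and the receptors, 0.0932 for cluster 3, 0.0997 for cluster 1, induced lipid genes and pan-macrophage markers, and 0.128 for cluster 2, Kupffer cell markers and dendritic cell genes. It was 0.145 for M2-associated genes, 0.182 for the phagocyte oxidase, 0.255 for fatty acid transporters, and 0.163 for monocyte, cholangiocyte, complement, bile acid transport, cholesterol synthesis, lipid droplet, centrilobular, lysosome and iron genes. It was 0.272 for neutrophil and amino acid genes, 0.275 for xenobiotic metabolism, 0.301 for acute phase genes, 0.32 for interferon-stimulated genes, 0.324 for endothelial, 0.342 for bile acid synthesis, 0.348 for stellate cell, 0.542 for fatty acid oxidation, 0.559 for DNA replication and 0.588 for mitotic genes. By construction camera then refers each test to the 4 residual degrees of freedom of the fit, whichever sign the estimate has.

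Without dim probe sets, 816 of 18342 probe sets passed between the livers, and lists no longer passed for monocyte (adjusted p = 0.0954), stellate cell (0.101), complement (0.117), mitotic (0.121), DNA replication (0.251), interferon-stimulated (0.156) and iron genes (0.124). After quantile normalization the acute phase (0.0635), mitotic (0.0868), DNA replication (0.244) and interferon-stimulated lists (0.0933) did not pass, nor did DNA replication with the mean of a gene's probe sets (0.0799) or arrays centred on the median (0.0542). The cause was not tested. Among probe sets with 1 gene symbol, 7033 passed between BMDM and CSF1-Fc liver, 4841 between BMDM and PBS liver, and 484 and 149 were at least 2-fold higher and lower between the livers, where fewer were counted. Between the livers, 558 of these probe sets were called higher and 217 lower in limma when tested alone. With all probe sets tested, 307 of them were higher and 47 lower. With dim probe sets left out, 245 were at least 2-fold lower, and with an adjusted p under 0.05 as well, 399 were higher and 60 lower. A fit of all 9 arrays called 11616 probe sets between BMDM and PBS liver, with more residual degrees of freedom. Quantile normalization moved the median difference of all probe sets from 0.12 to 0.03 in that comparison.

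The sample numbers are shared between the groups, but nothing in the labels pairs the samples. Deviations of same-numbered CSF1-Fc and PBS livers correlated at 0.021 and 0.181 over probe sets, and differently numbered ones at -0.21 to 0.21. With the replicate number as a block, a fit in which only the livers numbered 1 and 2 inform the difference, 0 probe sets passed between the livers in limma, with 2692 at an unadjusted p under 0.05 and a lowest adjusted p of 0.543. In the paired fit the lists of acute phase genes (0.0744), fatty acid oxidation (0.0881), lipid droplet proteins (0.0744), mitotic genes (0.798), DNA replication (0.523) and interferon-stimulated genes (0.0881) did not pass, and erythroid markers (0.00338) and inflammatory genes (0.0373) did. The lists of IL-4 targets (0.851) and insulin targets (0.96), which had not passed, turned in direction. No other list's call changed under the replicate block, and BMDM differed from CSF1-Fc and PBS liver at 9893 and 6455 probe sets.

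Leaving out 1 array at a time gave 0 to 2628 calls between the livers, where 0 in limma came with 4068 to 4266 at an unadjusted p under 0.05, and 3804 to 7185 between BMDM and PBS liver. Of the calls between the livers 82.8% were higher, against 52.2% without PBS liver 1 (1371 higher and 1257 lower) and 72.8% without PBS liver 2 (286 higher and 107 lower). At least 2-fold higher were 1074 to 2160 and lower 495 to 1659. The lone remaining PBS liver is assumed to vary like the CSF1-Fc livers. The adjusted p of called lists ranged over 0.00598 to 0.138 for fatty acid transporters, 0.0155 to 0.219 for monocyte, 0.00782 to 0.678 for stellate cell, 0.00355 to 0.687 for endothelial, 0.00598 to 0.0902 for cholangiocyte, 0.0036 to 0.595 for acute phase, 0.00332 to 0.458 for complement, 3.51e-06 to 0.612 for bile acid synthesis and 0.0023 to 0.136 for bile acid transport genes. Further ranges were 3.52e-05 to 0.702 for fatty acid oxidation, whose direction turned at 0.702 without PBS liver 1, 0.0245 to 0.214 for lipid droplet, 2.37e-07 to 0.136 for xenobiotic, 0.000152 to 0.0709 for amino acid, 8.99e-06 to 0.299 for mitotic, 0.00274 to 0.24 for DNA replication, 0.0149 to 0.441 for interferon-stimulated and 0.026 to 0.0675 for iron genes. Lists without a call ranged over 0.00344 to 0.644 for erythroid, 0.0445 to 0.813 for megakaryocyte, 0.00883 to 0.7 for T cell, 0.0036 to 0.813 for plasma protein, 0.00112 to 0.357 for fatty acid synthesis, 0.0173 to 0.688 for gluconeogenesis, 0.011 to 0.878 for insulin-like growth factor, 0.018 to 0.548 for inflammatory and 0.0265 to 0.548 for chemokine genes. Uncalled lists that turned in direction without passing ranged over 0.469 to 0.813 for IL-4 targets, 0.25 to 0.879 for lipid droplet biogenesis, 0.162 to 0.976 for insulin targets and 0.265 to 0.879 for periportal genes. Without PBS liver 1, the megakaryocyte, plasma protein, fatty acid synthesis and gluconeogenesis lists turned too. The cause was not tested.

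No call among the 238 named genes reversed under any alternative, and the genes that turned in direction had not passed. Each CSF1-Fc liver left out, or the replicate block, ended 93 calls, PBS liver 2 left out ended 41 and added 6, and PBS liver 1 left out ended 11 and added 17. The other alternatives that were counted ended 0 to 20 calls and added 0 to 19. Calls in the fit of probe sets with 1 symbol are not in these counts. With 1 array left out, log2 fold changes crossed 0 for Acsl1 (-0.852 to 0.14), Acsl4 (-0.47 to 0.042), Afp (-0.153 to 0.054), Alb (-0.063 to 0.021), Arg1 (-0.358 to 0.224), Aup1 (-0.246 to 0.293), Ccr2 (-0.388 to 0.273), Cldn7 (-1.296 to 0.03), Foxo1 (-0.486 to 0.332) and Id3 (-0.065 to 0.286). So did Igfbp1 (-0.193 to 0.041), Insr (-0.802 to 0.141), Ly6c (-0.692 to 0.539), Nkg7 (-1.361 to 0.115), Pcna (-0.176 to 0.309), Plin2 (-0.074 to 0.629), Retnla (-0.457 to 0.134), Serpind1 (-0.731 to 0.095) and Tat (-0.191 to 0.029). With arrays centred on plasma protein genes, the sign turned for Afp (0.109), Alb (0.142), Ccr2 (0.102), Foxo1 (0.082), Igfbp1 (0.113), Igfbp2 (0.015), Igfbp4 (0.004), Il6 (0.027), Ly6c (0.083) and Tat (0.063), and after quantile normalization for Alb (0.081), Foxm1 (-0.01), Igfbp1 (0.116) and Tat (0.106). With the replicate block it turned for Alb (0.024), Arg1 (0.17), Ccna2 (-0.001), Ccr2 (0.026), Foxm1 (-0.06), Igfbp1 (0.057), Ly6c (0.055) and Pcna (-0.011). Signal over background limits genes of low expression, such as Retnla and Il6, for which a small difference in RNA is compressed.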

Differences from the paper's values

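The paper reports about 650 transcripts (the paper's value) increased at least 2-fold, and 1099 probe sets were at least 2-fold higher by the ratio of mean values here. The paper states no filter on probe sets and no p for that count. Of the alternatives set before the data were examined, the count came within a factor of 1.5 of the paper's with dim probe sets left out (915) and among probe sets with 1 gene symbol (484). It did not with the ratio of linear means (1019), with an adjusted p under 0.05 as well (399), after quantile normalization (1088), with arrays centred on the median (1066), or with any 1 array left out (1074 to 2160).

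The paper states that its listed transcription factors were not higher in the liver than in BMDM. Of the 11 measured here, 6 were higher in CSF1-Fc liver (Nr1h3, Irf8, Runx3, Tfec, Fos and Fli1, with BMDM minus CSF1-Fc liver from -3.33 to -0.98), 2 were lower (Klf4 and Spi1) and 3 did not pass. The paper counts these factors as increased, and all 11 had a mean at least 2-fold higher here, of which 6 passed in limma. Elf4, Runx3 and Fos passed too when only probe sets with 1 gene symbol were tested, Runx3 and Fos with dim probe sets left out, and Fos in a fit of all 9 arrays and with arrays centred on plasma protein genes, whereas Nr1h3 and Klf4 passed under none.

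The paper describes the other blood lineages as not changed, from a deconvolution that was not repeated. Neutrophil markers were lower here as a list by camera (adjusted p = 0.00137; adjusted p = 0.272 with an estimated correlation) and dendritic cell and MHC class II genes higher (adjusted p = 0.00205; adjusted p = 0.128 with an estimated correlation), while the erythroid, megakaryocyte, T, B and NK cell lists did not pass. In the dendritic cell and MHC class II list the only gene that passed was RT1-Da, an MHC class II gene. That list therefore does not show a change in dendritic cells as such. The paper reports a lower monocyte signature from the same deconvolution. That method gives relative proportions of hematopoietic cell types. The lists here measure levels in whole-liver RNA, so these measures need not move alike. The list of monocyte markers was higher here (adjusted p = 0.0239; adjusted p = 0.163 with an estimated correlation; adjusted p = 0.219 without PBS liver 1), and none of its 10 genes was called lower, although 4 had a lower mean. Spn (-0.38), Ly6c (-0.08) and Ccr2 (-0.06), markers that the paper uses, were lower in mean without passing.

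Fatty acid transport genes that the paper gives as reduced were lower in mean here, but none of the 3 measured passed over all probe sets (adjusted p of 0.172 to 0.324), as was the case for Fgf21 (adjusted p = 0.137). Cerk, which the paper gives as increased, had a mean 2.17-fold higher without passing (adjusted p = 0.109), and Clec4f likewise differed by 1.36 on the log2 scale without passing (adjusted p = 0.133). Cerk passed when only probe sets with 1 gene symbol were tested, and Clec4f, Fgf21 and the fatty acid transport genes passed under no alternative. Cd36 rose 4.79-fold and Pltp 4.04-fold, in the direction the paper gives. For cluster 3 the paper gives a range of rises that starts at 4-fold (the paper's value). The 12 measured of the 18 genes listed for that cluster had a median of 3.19-fold here, below that range. The paper's range describes its whole cluster, which was not used here. Of the cluster 2 genes, which the paper describes as not detected in BMDM, 6 of 7 were lower in BMDM than in CSF1-Fc liver. Of the cluster 3 genes, which it describes as low in BMDM, 11 of 12 were lower there. The study grouped these genes on the same liver and BMDM arrays, so these counts are not independent evidence. Detection calls were not used here, so a lower level in BMDM does not show that a gene was undetected. Csf1r is placed in cluster 4 in the paper's text and in cluster 3 in Fig. 7B, and it was lower in BMDM than in CSF1-Fc liver here (-1.12). The paper describes cluster 1 as less strongly induced by CSF1-Fc. Its measured genes had a median rise of 3.38-fold here, against 3.19-fold for cluster 3 and 3.88-fold for cluster 4. These sizes were not compared by a test, and the named genes are only part of each cluster.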

Other observations

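The tests of explanations that bear on these values were chosen only after the results were seen. Several genes with large changes in CSF1-Fc-treated liver are not named in the paper's text. Its full cluster lists were not used here, so these genes may belong to its clusters. Cxcl13, a chemokine that draws B cells, fell from a mean log2 expression of 7.78 ± 0.03 (SD, n = 2) to 4.96 ± 0.25 (SD, n = 4), with adjusted p = 0.0116 from limma. Avpr1a, the hepatic vasopressin receptor, fell by 1.62 (SE 0.17, adjusted p = 0.0168; 0.0636 without PBS liver 2), and Ppp1r3b, a glycogen-targeting subunit of protein phosphatase 1, by 1.56 (SE 0.19, adjusted p = 0.0253; 0.0843 without PBS liver 2). Gstm7, a glutathione transferase, fell by 1.70 (SE 0.15, adjusted p = 0.0134). Among the rises, Cd300lg, a mucin-binding receptor of the vessel lining, had a log2 fold change of 2.81 (SE 0.24, adjusted p = 0.0128), and Upp1 had 2.57 (SE 0.27, adjusted p = 0.0149). Cd300lg was scarce in BMDM, at 3.14 ± 0.34 (SD, n = 3) against 6.84 ± 0.25 (SD, n = 4) in CSF1-Fc liver.

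Of 10 genes of the insulin-like growth factor axis, Igfals, which stabilizes the circulating hormone, fell by 1.32 (SE 0.19, adjusted p = 0.0375), none rose and 9 did not pass (1 fell when adjusted over the list alone), among them Igfbp3 (-0.97, SE 0.28, adjusted p = 0.197). The list did not pass by camera (median -0.09, adjusted p = 0.177), although it was lower without PBS liver 2 (adjusted p = 0.011).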
